# CREB controls cortical circuit plasticity and functional recovery after stroke

**DOI:** 10.1038/s41467-018-04445-9

**Published:** 2018-06-08

**Authors:** L. Caracciolo, M. Marosi, J. Mazzitelli, S. Latifi, Y. Sano, L. Galvan, R. Kawaguchi, S. Holley, M. S. Levine, G. Coppola, C. Portera-Cailliau, A. J. Silva, S. T. Carmichael

## Abstract

Treatments that stimulate neuronal excitability enhance motor performance after stroke. cAMP-response-element binding protein (CREB) is a transcription factor that plays a key role in neuronal excitability. Increasing the levels of CREB with a viral vector in a small pool of motor neurons enhances motor recovery after stroke, while blocking CREB signaling prevents stroke recovery. Silencing CREB-transfected neurons in the peri-infarct region with the hM4Di-DREADD blocks motor recovery. Reversing this inhibition allows recovery to continue, demonstrating that by manipulating the activity of CREB-transfected neurons it is possible to turn off and on stroke recovery. CREB transfection enhances remapping of injured somatosensory and motor circuits, and induces the formation of new connections within these circuits. CREB is a central molecular node in the circuit responses after stroke that lead to recovery from motor deficits.

## Abstract (web summary)

Increasing excitability in the peri-infarct area enhances motor recovery after stroke. Here the authors show that expressing CREB, a transcription factor known for its role in synaptic plasticity, or increasing activity of CREB-expressing cells near the stroke site improves recovery in an effect that is strong enough that it can be used to turn on and off motor recovery after stroke.

## Introduction

Stroke is the leading cause of adult disability because of the brain’s limited capacity to repair^1^. Approaches that increase neuronal excitability, such as anodal direct current stimulation or transcranial magnetic stimulation, enhance motor performance after stroke^2–6^. In rodent models of stroke, pharmacogenetic treatments that enhance neuronal excitability in peri-infarct cortex adjacent to the stroke also promote motor recovery^7,8^. These data in humans and rodent models of stroke support the concept that enhancing neuronal excitability in motor circuits ipsilateral to the stroke may increase the function in these partially damaged areas and therefore promote recovery.

The transcription factor cAMP-response-element binding protein (CREB) enhances long-term synaptic plasticity and increases neuronal excitability^9–12^. Viral CREB transduction in neurons boosts baseline firing rate and the formation of long-term potentiation (LTP)^10–12^. CREB also plays a role in cortical remapping to environmental alterations^13,14^. In these functions, CREB increases spine density in neurons^5,15^, altering local neuronal connectivity. Interestingly, stroke recovery is associated with dramatic spine plasticity in the peri-infarct cortex, with an increase in spine density over baseline values in some regions^6^. These data indicate that CREB-dependent transcription has a critical role in the modulation of neuronal excitability and in long-lasting alterations in circuit structure during cortical plasticity and memory. We hypothesized that CREB function in a localized network of motor cortical neurons near the stroke site might enhance motor recovery by facilitating remapping of local cortical networks.

## Results

### CREB in a pool of neurons induces recovery after stroke

To determine the role of CREB in motor recovery after stroke, we increased its expression in a small pool of neurons in motor and premotor cortex anterior to the site of the stroke (Fig. 1a, b; Supplementary Fig. 1). A photothrombotic stroke was produced in the forelimb motor cortex. This model produces long-lasting behavioral deficits in motor function^8,16–20^ in which motor and premotor sites play a causal role in motor recovery^17–20^. In this lentiviral gene delivery, CREB-eGFP expression is under the regulation of the excitatory neuron-specific αCaMKII promoter along with enhanced green fluorescent protein (CaMKIIa_HA/AlstR_CREB/eGFP, referred as lenti-CREB; Fig. 1c). Control virus was eGFP/tdTomato (CamkIIa_HA/AlstR_eGFP/tdTomato; Fig. 1e). Unlike adeno-associated virus (AAV), lentivirus produces a restricted column of transfected cortical neurons (Fig. 1c). Stereological quantification shows that lentiviral CREB expression is present in 8884 ± 2753 neurons in the motor cortex (Fig. 1d). Consistent with the specificity of the αCaMKII promoter, there was no co-localization of lentivirus-CREB with markers of inhibitory neurons (glutamate decarboxylase 67; GAD67) or astrocytes (glial fibrillary acidic protein; GFAP) (Fig. 1f; Supplementary Figs. 2–4). Thus, this approach increases the expression of wild-type CREB, delivering a gain of function in a tightly circumscribed region of motor cortex adjacent to the stroke site, corresponding to roughly 16% of all neurons in motor cortex (total neuronal nuclei (NeuN) positive neurons: 57,000 ± 7900; Fig. 1d). This lentivirus-CREB approach increases neuronal excitability (Supplementary Fig. 5).

**Fig. 1:**
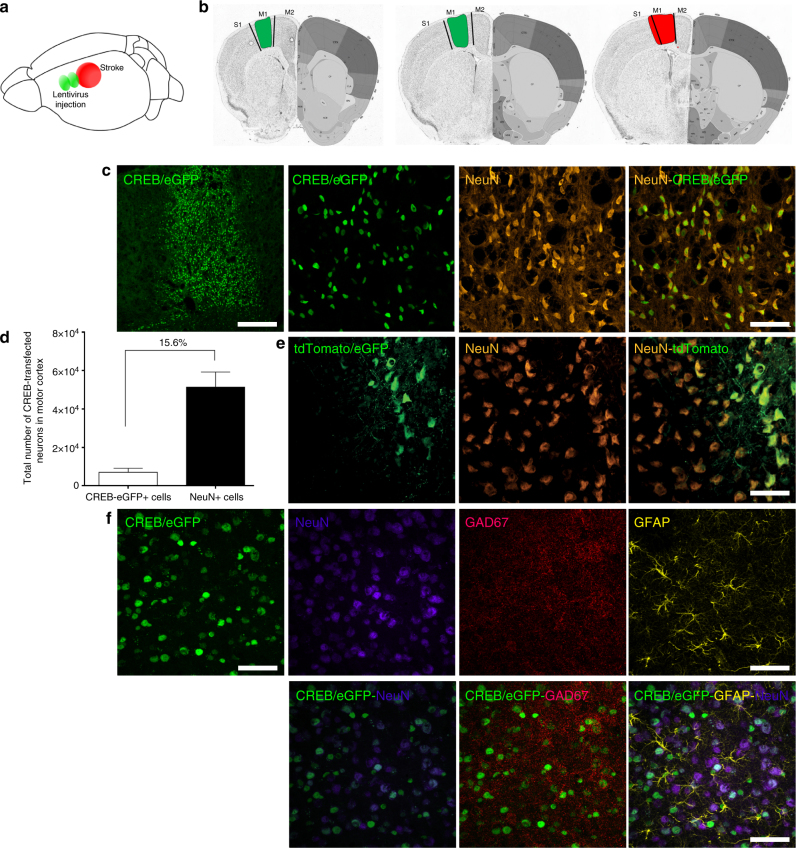
Lentiviral CREB expression in cortical pyramidal neurons. **a** Schematic shows location of stroke area (red) and two lentivirus injections (green) in the peri-infarct area. **b** Atlas-based^22^ schematic of location of lentivirus injection (green) and stroke (red). **c** Left: Lenti-CREB-eGFP in peri-infarct cortex at the time of stroke, 7 days after injection and after stroke induction. Transfected cells form a column in cortex. Top is the pial surface, bottom is the white matter. Scale bar = 300 μm. Right panels: CREB-eGFP staining (green, infected cell) in peri-infarct tissue, co-localize with NeuN staining (orange) 4 weeks after stroke. Scale bar = 50 μm. **d** Stereological quantification of motor cortex CREB-induced cells (CREB-eGFP+ cells) relative to the whole motor cortex neuronal pool (NeuN+ cell ± SEM). *n* = 4 (eight brain sections for each mouse). **e** Immunohistochemical staining in peri-infarct M1 in mice transfected with control virus (green, tdtomato-eGFP) overlapping with NeuN staining (orange) 4 weeks after stroke. Scale bar = 50 μm. **f** Left: immunohistochemical staining in peri-infarct M1 in mice transfected with Lenti-Creb-eGFP (green) overlapping with NeuN staining (purple); Middle: immunohistochemical staining showing inhibitory neurons (GAD67, glutamate decarboxylase 67); Right: immunohistochemical staining showing that there are very rare Lenti-CREB infected cells that double stain for GAD67, 4 weeks after stroke. Scale bar = 100 μm. M1 primary motor cortex, M2 secondary motor cortex, S1 primary somato sensory cortex

Lentivirus was injected immediately after cortical stroke, expressing detectable CREB levels approximately 7 days after the stroke (Fig. 1c; Supplementary Figs. 1–4). Behavioral performance in motor control was measured over 12 weeks in grid-walking, pasta-handling (capellini test), and cylinder tests (Fig. 2a; Supplementary Figs. 6–9). These tasks measure the pattern of movement of the limbs of animals during locomotion, skilled forelimb use, and in exploratory forelimb use, respectively^20–22^. Stroke impairs motor control in all three tasks (Fig. 2a; Supplementary Figs. 5–9). In stroke control virus, recovery was observed only by 12 weeks in grid walking (Stroke control virus vs Stroke CREB; 4 weeks: ***P < 0.001; 8 weeks: **P < 0.005; *F* (3, 160) = 19.90), while there was still a persistent deficit in the pasta-handling task (Stroke control virus vs Stroke CREB; 3 weeks: ****P < 0.0001, 5 weeks: ****P < 0.0001, *F* (3, 160) = 36.26; Fig. 2b, c). Moreover, we observed that mice with stroke continued to use the non-affected forelimb (left paw) in the cylinder task over 12 weeks after stroke (*P* = 0.0008, *F* (3, 170) = 5.799; Supplementary Fig. 6). Remarkably, lenti-CREB delivery to a pool of motor cortical neurons anterior to the stroke site significantly improves functional recovery of motor control within 3–4 weeks in grid and pasta handling tasks (grid-walking: 4 weeks ***P < 0.001, *F* (3, 160) = 19.90; pasta handling: 3 weeks ****P < 0.0001, *F* (3, 160) = 36.26; Fig. 2b, c). An improvement in forelimb use with lenti-CREB also occurs in the cylinder task even though not statistically significant (Supplementary Fig. 6).

**Fig. 2:**
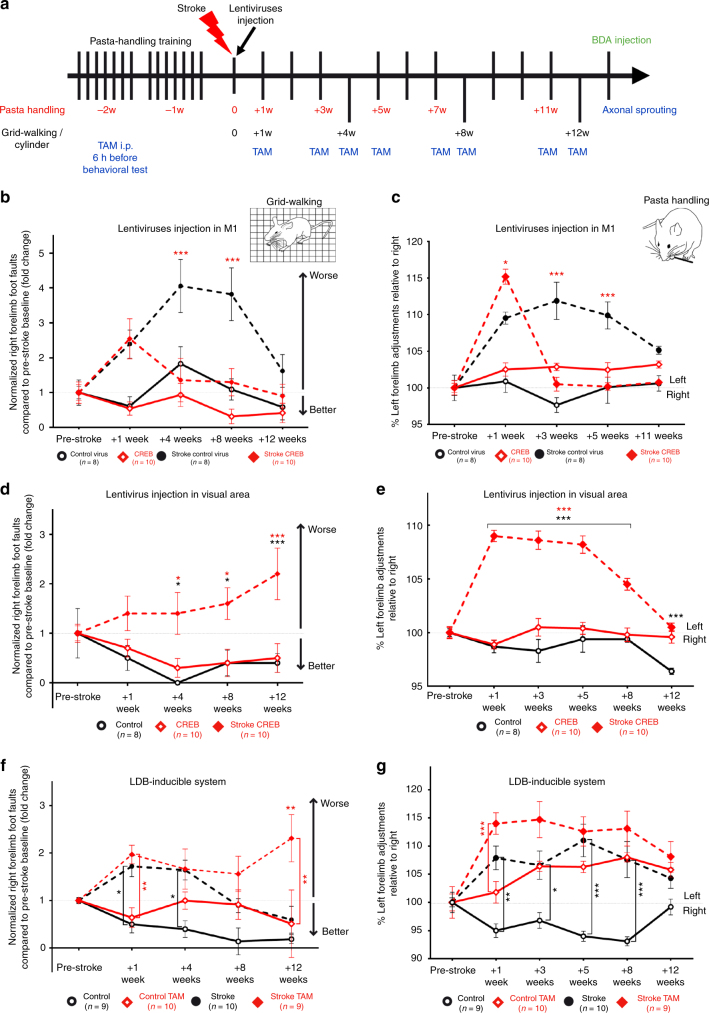
Lentiviral CREB in peri-infarct motor enhances motor recovery. **a** Experimental timeline of behavioral studies. TAM taxomifen. **b**, **d**, **f** Gridwalking tasks of forelimb function in gait. *Y* axis is percentage of footfaults of the right (affected) forelimb contralateral to the stroke. **c**, **e**, **g** Pasta handling task of distal forelimb function. *Y* axis is the percentage of left forelimb adjustments (unaffected forepaw) relative to right forepaw (affected forepaw). **b**, **c** CREB gain of function. Stroke + CREB induction in motor cortex produced a significant recovery in forelimb function compared with stroke + Control virus (***p < 0.005) over 3–4 weeks after stroke, respectively in pasta handling adjustments and gridwalking. **d, e** Stroke + CREB induction in posterior parietal cortex did not produce recovery in forelimb function either in gridwalking or pasta handling over 8 weeks after stroke. **f, g** CREB loss of function. Activating CREB^IR^ with TAM 6 h before behavioral testing (stroke + TAM) reduces motor control and blocks the pattern of motor recovery seen in stroke alone (Stroke + Saline). *P *<* 0.05, **P < 0.01, ***P <  0.005. Error bars are SEM. Statistics are two way ANOVA followed by Bonferroni post hoc test. *n* = 8 for control virus and stroke control virus; *n* = 10 for CREB and stroke CREB

To further evaluate the role of CREB in stroke recovery, this experiment was repeated in a larger stroke model, which involves the striatum, subcortical white matter, and cortex (Supplementary Fig. 11a, b). Viral delivery and behavioral testing were as for the cortical stroke model, except only gridwalking and pasta handling were tested because of the variability of the cylinder task. The behavioral deficits are worse in this larger stroke, and there is little recovery after months from the infarct in both gridwalking and pasta handling (Supplementary Fig. 11c, d). Beginning at 7 weeks in pasta handling (*F* (2, 111) = 22.44; *P* < 0.0012) and at 11 weeks in gridwalking (*F* (2, 124) = 41.63; *P* < 0.0093), there is a significant improvement in motor performance in lenti-CREB compared to stroke + control virus. In all stroke behavioral studies, cortical and subcortical stroke and in the ligand binding domain (LBD) CREB loss of function stroke model (below), there is no difference in stroke size across CREB and control conditions (Supplementary Fig. 11e–h). These studies show that CREB induction in a small pool of excitatory motor cortical neurons is sufficient to accelerate functional motor recovery of the contralateral forelimb after stroke in two different stroke models.

CREB-induced recovery is specific to the neuronal circuits with CREB-transfected cells in motor cortex anterior to the stroke, as lenti-CREB injection into cortex at a corresponding site immediately posterior to the stroke lesion (posterior parietal association area, PTLp^22^) does not enhance motor recovery after stroke, indicating the selective nature of CREB function in peri-infarct motor cortical neurons (Fig. 2d, e; Supplementary Fig. 7).

Motor recovery in this and other rodent stroke models occurs spontaneously. During behavioral testing, such as walking on the challenging grid, mice make initial mistakes in the testing time epoch and then improve their performance (Supplementary Fig. 9). To determine if CREB plays a role in this process of motor learning during spontaneous recovery after stroke, we used the LBD-inducible system to temporally and reversibly repress CREB function using Tamoxifen (TAM)^23^, TAM delivery disrupts memory consolidation in contextual fear conditioning tasks with a tight temporal window 6–12 h before the conditioning stimulus^23^. LBD-CREB mice were administered TAM or vehicle (saline) 6 h before behavioral testing. Blockade of CREB signaling immediately prior to motor testing in mice prevented the time-dependent improvement in performance in grid-walking and reduced the overall level of motor performance. (Fig. 2f; Supplementary Fig. 8). Stroke in LBD-CREB mice in which TAM is administered prior to testing shows that motor recovery does not improve over the course of the post-stroke period, up to 2 months (Fig. 2f). Inhibiting CREB in the LBD-CREB mice immediately before motor testing reduces the motor performance in gait testing, such that LBD-CREB mice given TAM prior to testing show a flat recovery curve and persistent motor control deficit in grid walking (Fig. 2f; Supplementary Fig. 9). CREB inhibition produced a trend toward worse motor performance in pasta-handling (Fig. 2g; Supplementary Fig. 8). Overall, these data indicate that CREB gain of function improves motor recovery after stroke, that this is specific to motor cortical circuits adjacent to the stroke site, and that CREB loss of function inhibits motor control after stroke.

### Switching on or off recovery of motor function after stroke

To directly test the role of CREB-expressing neurons in motor recovery, we selectively inactivated the neurons in motor cortex with lentivirus expressed-CREB. Viruses were transfected into motor cortex anterior to the stroke as in the previous experiments. In these experiments, however, we included the hM4Di DREADD receptor to inducibly inactivate these neurons^24^ (hM4Di/CREB, Fig. 3a, b). We also included several controls. First, to control for the CREB effect, a cohort of mice received the same viral construct with only hM4Di (no CREB: referred to as hM4Di, Supplementary Fig. 9). Also, cohorts of mice received hM4Di/CREB but did not receive the hM4Di ligand (Clozapine-*N*-Oxide, CNO) in both stroke and control groups, to control for the effect of CNO. Stereological quantification shows that these viruses transfect 7100 ± 2070 neurons in motor cortex (Fig. 3b), similar to the original lenti-CREB constructs (Supplementary Fig. 3).

**Fig. 3:**
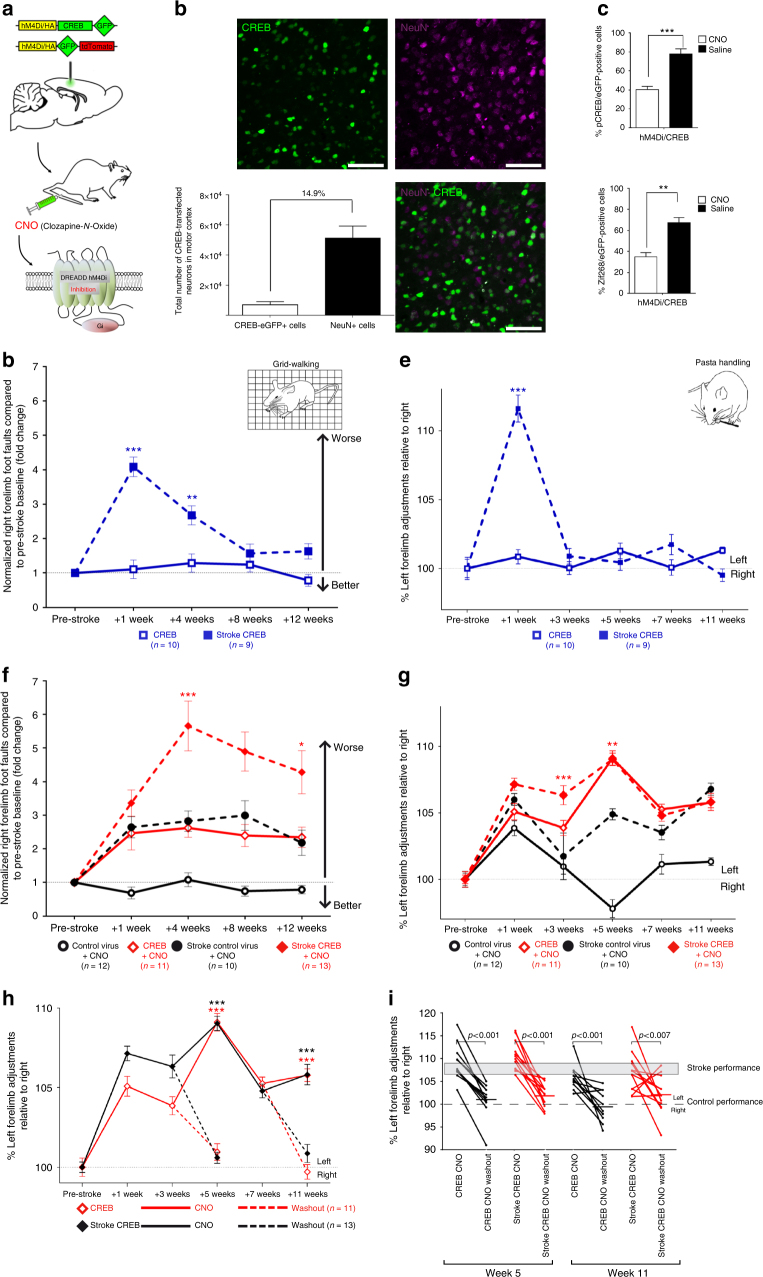
hM4Di/CREB inhibition of cortical neurons after stroke blocks motor recovery. **a** Schematic shows the process by which DREADD hM4Di-CREB when activated by CNO (30 min before behavioral tasks) can lead to selective inactivation of neurons in motor cortex in which CREB is induced. **b** Immunohistochemical staining in peri-infarct M1 in mice transfected with hM4Di-CREB/eGFP (green, infected cells) overlapping with NeuN staining (purple) 4 weeks after stroke. Scale bar = 50 μm. Stereological quantification of motor cortex M1 CREB-induced cells (CREB-eGFP+ cells) relative to the whole motor cortex (NeuN+ cells). **c** Stereological quantification of two immediate early genes, pCREB (phospho-CREB) and Zif268, in hM4Di/CREB-induced neurons in M1 after CNO or Saline administration during pasta handling motor task. ** *P* < 0.05,***P *<* 0.005, one way ANOVA followed by Bonferroni post hoc test *n* = 4. Eight brain sections for each mouse. **d**,** f** Gridwalking tasks of forelimb function in gait. *Y* axis is percentage of the number of footfaults of the right (affected) forelimb contralateral to the stroke. **e**, **g** Pasta handling tasks. *Y* axis is the percentage of left forelimb adjustments (unaffected forepaw) relative to right forepaw (stroke-affected forepaw). **d**, **e** CREB gain of function. In the absence of CNO, Stroke + hM4Di-CREB induction in peri-infarct M1 produces a significant recovery in forelimb function over 3–4 weeks after stroke, respectively in pasta handling adjustments and gridwalking, as with studies in Fig. 2b, d. *n* = 13 for stroke CREB CNO, *n* = 10 for CREB, and *n* = 9 for stroke CREB. **f**, **g** Selective inactivation with hM4Di-CREB of neurons in motor cortex (CNO administration) blocks motor recovery compared to mice with stroke + control virus either in grid walking or in pasta handling adjustments (**P < 0.05, ***P < 0.005, two way ANOVA followed by Bonferroni post hoc test). **h**, **i** Pasta handling graphs show motor recovery induced by hM4Di-CREB induction in the same mice in the absence of CNO (washout, mice tested day after CNO administration) at 5 and 11 weeks after stroke. *n* = 12 for control virus CNO, *n* = 11 for CREB CNO, and *n* = 10 for stroke control virus CNO (**h**). **i** Individual animals in pasta handling performance after CNO administration and after washout and 5 and 11 weeks after stroke. Gray bar shows the average performance of stroke-only mice, taken from data in Fig. 1c–e

Mice received injections of lenti-CREB + hM4Di or hM4Di alone at the time of stroke. As with the previous experiments, these viruses express protein beginning at one week after injection so that the effect is tested during stroke recovery and not in the acute phase of stroke cell death. CNO administration to mice with hM4Di/CREB reduces the immediate early genes Zif268 and phospho-Creb (pCREB) as measured stereologcially, co-localized with viral transfection, indicating a significant reduction in neuronal activation in cells in which hM4Di is expressed (**P < 0.005 and ***P < 0.001, respectively, Student’s *t*-test; Fig. 3c). Mice were tested behaviorally over 12 weeks after stroke (Fig. 3d–i). Saline or CNO was delivered 30 min before each behavioral test. This strategy selectively inactivates neurons in motor cortex just prior to behavioral testing.

As shown above, with the CREB lentivirus (saline administration), overexpression of CREB with the hM4Di/CREB vector (but no CNO) enhances motor recovery in stroke. hM4Di/CREB saline mice demonstrate greater control and faster speed in eating pasta, a reduction in the number of foot faults in grid-walking, improved gait, and preference for the right (affected) paw in exploratory forelimb use in cylinder task starting at 4 weeks after stroke (****P < 0.0001, *F* (5, 300) = 98.15; Fig. 3d,e, Supplementary Fig. 9). These results replicate the earlier findings that lentivirus induction of CREB enhances motor recovery (Fig. 2b, c).

Importantly, inactivating CREB-transfected cells with CNO blocks the improved motor control in recovery after stroke. Mice with hM4Di/CREB + CNO-stroke perform significantly worse in gait, skilled pasta handling and affected forelimb use in rearing than saline controls (****P < 0.0001, *F* (5, 372) = 63.86; Fig. 3f, g, Supplementary Fig. 9). The poor motor control is particularly noticeable in the grid walking task, in which hM4Di/CREB mice when given CNO prior to testing commit roughly twice as many foot-faults compared to stroke-alone or stroke + hM4Di + CNO (no CREB) (Fig. 3f). In the pasta handling task, both groups of mice in which CREB is induced (with stroke and in non-stroke) perform worse than stroke + hM4Di + CNO (****P < 0.0001, *F* (5, 372) = 63.86; Fig. 3g, Supplementary Fig. 10), indicating that inhibition of CREB transduced neurons causes a worse motor deficit than inhibition of a similar number of neurons without CREB induction. These data indicate that acute inactivation of CREB-transfected motor cortical neurons after stroke does not just block the normal recovery of motor performance after stroke, but causes a marked deterioration of limb control that is much greater than that produced by stroke-alone. The results suggest that CREB-expressing neurons are preferentially incorporated into stroke recovering circuits, a result consistent with studies that demonstrated that CREB-expressing neurons are preferentially incorporated into memory engrams^24–26^.

Accordingly, inactivation of CREB-expressing neurons in the non-stroke groups caused a significant deficit in motor control in pasta handling and grid-walking (Fig. 2b) compared with mice transfected with viral vectors with hM4Di but without CREB (****P < 0.0001, *F* (5, 372) = 63.86; ****P < 0.0001, *F* (5, 372) = 63.86; Fig. 3f, g, Supplementary Fig. 10). The degree of motor deficit triggered by inactivation of CREB-expressing neurons in the normal brain is similar to that observed after stroke. Again, this impairment is not seen after inactivation of cells transfected with viral vectors that do not include CREB (Fig. 3f, g). Also, DREAD-induced inactivation of motor cortical neurons alone does not impair motor control (Supplementary Fig. 12), indicating that it is first the induction of CREB, inducing circuit plasticity, and then the acute inactivation of CREB-induced neurons that produces deficits in motor control (non-stroke) or the recovered motor function (stroke).

Altogether, these experiments indicate that inactivating a pool of excitatory motor cortical neurons (15% of the motor cortex) with hM4Di has no observable effect on motor performance (Fig. 3b; Supplementary Fig. 12). However, inactivating this population of neurons when CREB is first induced in them profoundly impairs motor performance in both control (non-stroke) and stroke mice, a result consistent with a role for CREB in neuronal allocation of motor recovery. As a final test of the role of CREB-transfected motor neurons in recovery, we performed a washout study (Fig. 3h, i). Mice were first tested with CNO induction and then tested again the next day, after CNO had cleared. If CREB-transfected motor neurons are indeed causally mediating recovery of motor performance, then CNO administration should eliminate recovery of motor performance (see above), and this recovery should re-emerge after CNO wash out. This is indeed the pattern. Testing on weeks 5 and 11 in the same animals in back to back days, first with CNO administered and then with washout, shows that the recovered motor performance that is induced by CREB is present without CNO, and is blocked with CNO in individual animals (Fig. 3h, i). This experiment means that motor recovery after stroke can literally be turned on or turned off in the same animals.

### CREB induction alters movement maps in motor cortex

If CREB induction in motor cortical neurons drives recruitment of these neurons into a larger cortical circuit that mediates recovery, we hypothesized that CREB-transfected neurons after stroke would control movement of greater body representations, extending over more of the motor map, than similarly treated neurons with a control virus. To test this hypothesis, we transfected CREB plus channel rhodopsin (ChR2) in a column of motor cortical neurons in the forelimb motor area (Fig. 4a). Blue light activation drives action potential activity with this viral construct (Fig. 4b). An optrode was used to activate this column of motor cortex neurons at 4 weeks after stroke (Fig. 4c), the time of motor recovery induced by CREB transfection. The number of forelimb vs multi-joint movements was quantified. CREB transfection in the forelimb area of normal (non-stroke) motor cortex increases the number of body movements evoked by local stimulation (Fig. 4d). Stroke causes a non-significant reduction in evoked movements from the forelimb motor cortex stimulation site. Stroke + lenti-CREB/ChR2 causes a significant gain in multi-joint movements compared with ChR2-stroke (Fig. 4d). These movements localized to body parts outside of the forelimb, in the CREB-induced mice, indicating that induction of CREB in motor cortex with ChR2, compared to just ChR2-alone, allows activation of broader, or more extensive circuits than normally are activated by the same neurons without CREB.

**Fig. 4:**
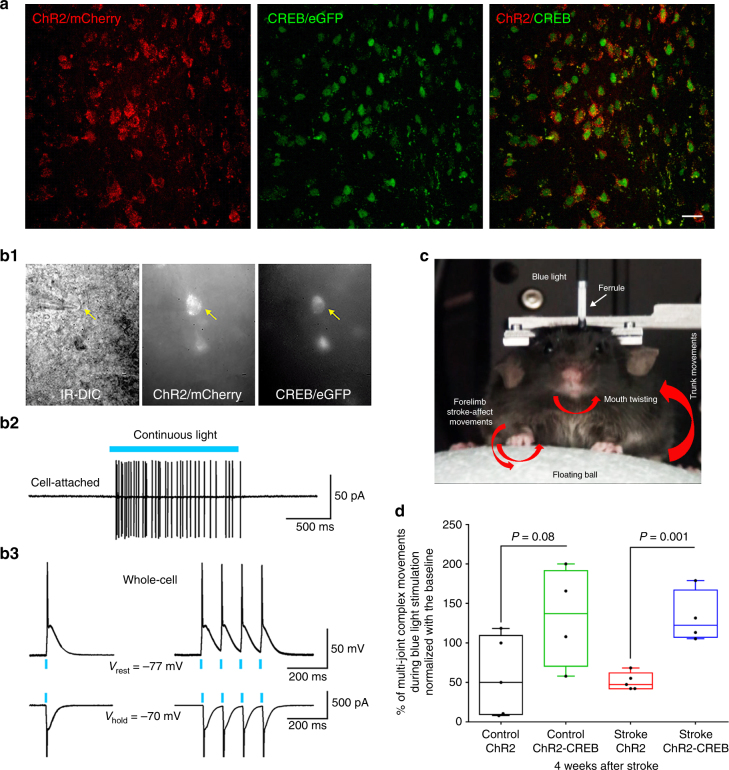
Lentiviral CREB expression induces greater multi-joint movements after stroke. **a** Immunohistochemical staining of pyramidal cells (CAMKIIα promoter drives expression in pyramidal neurons) in peri-infarct M1 in mice transfected with Lentiviral ChR2-mCherry (left) and lentiviral CREB-eGFP (middle). Right: Co-localization of ChR2 and CREB lentiviruses 4 weeks after stroke, showing nearly complete co-transfection with these two viruses. Scale bar = 50 μm. **b** Whole cell recording shows a pyramidal cell (cortex) transfected with lenti-ChR2/mCherry. The cell displayed action potentials (AP) in cell attached mode with blue light (4 mW) and tracked higher frequency light stimulation (10 Hz). At −70 mV, blue light (4 mW, 0.5 ms pulse) triggers an inward current as expected. **c** Setup of head-fixed mouse allowed to run freely on a floating Styrofoam ball to detect multi-joint movements during brief pulses of blue light stimulation (pulse length 5 ms, pulse frequency 20 Hz). **d** Graph shows the percentage of multi-joint complex movements during light stimulation. Stroke + ChR2-CREB produced a significant increase in multi-joint movements compared with stroke + ChR2-alone 4 weeks after stroke

### CREB facilitates the reorganization of the sensory map

The above data suggest that peri-infarct transfection of CREB accelerates recovery by increasing the recruitment of motor neurons into a functionally active motor recovery network. CREB also plays a key role in remapping of sensory functions in response to altered afferent input, such as in somatosensory cortex after whisker trimming^27,28^. During stroke recovery somatosensory maps move into motor cortex^29^, a result that indicates that stroke causes cortical remapping. It is possible that CREB affects this cortical remapping process. To test this hypothesis, fore- and hind-paw responses were mapped during stroke recovery (Fig. 5a). CREB or control viruses were injected into motor cortex as described above. In these studies, stroke was targeted to the forelimb somatosensory cortex, which is associated with a shift in forepaw representation into motor cortex during recovery. Chronic intrinsic optical signal (IOS) imaging was performed in the somatosensory cortex over 8 weeks after stroke (Fig. 5a, b). In the normal cortex, stimulation of the contralateral forelimb (FL) and hindlimb (HL) produces an IOS response in the somatosensory forelimb (sFL) and hindlimb (sHL) that is stable over time (Fig. 5c, d). Stroke caused a loss in this sensory forelimb response, which persisted over 4 weeks. Eight weeks after stroke, forelimb stimulation evoked a weaker forepaw response in the shifted region, including motor cortex and adjacent hindlimb somatosensory cortex (Fig. 5c, d). This spatial shift of forelimb somatosensory responses into motor cortex represents a significant effect within the sensory map (Fig. 5d), and has been previously reported^29,30^. No changes were observed to the hindlimb map for all the groups at any time point in all the groups (Supplementary Figs. 14, 15). IOS mapping of mice transfected with lenti-CREB showed an early recovery of the sensory forelimb map into the same position as the control forelimb somatosensory response, with no shift toward the motor forelimb map (mFL). This recovery with CREB occurs significantly faster (2 weeks after stroke) and is stable (Fig. 5c, d). The remapped representation of FL appeared in the same position as the control FL somatosensory response, with no shift toward the mFL. Importantly, the magnitude of the stroke was similar across animals infected with CREB or control lentivirus, as measured by laser speckle contrast microscopy (Supplementary Fig. 13). These results indicate that CREB induction in motor cortex facilitates the recovery of the sensory FL map after somatosensory stroke, by accelerating the time course of remapping into motor cortex (Fig. 5e). Sensorimotor recovery in humans is most significant when movement and sensory representations recover in their original or closely adjacent regions^31^. These data indicate that increasing CREB levels in peri-infarct cortex after stroke, establishes recovery in the appropriate somatosensory cortical representation, a mechanism thought to be key for successful recovery.

**Fig. 5:**
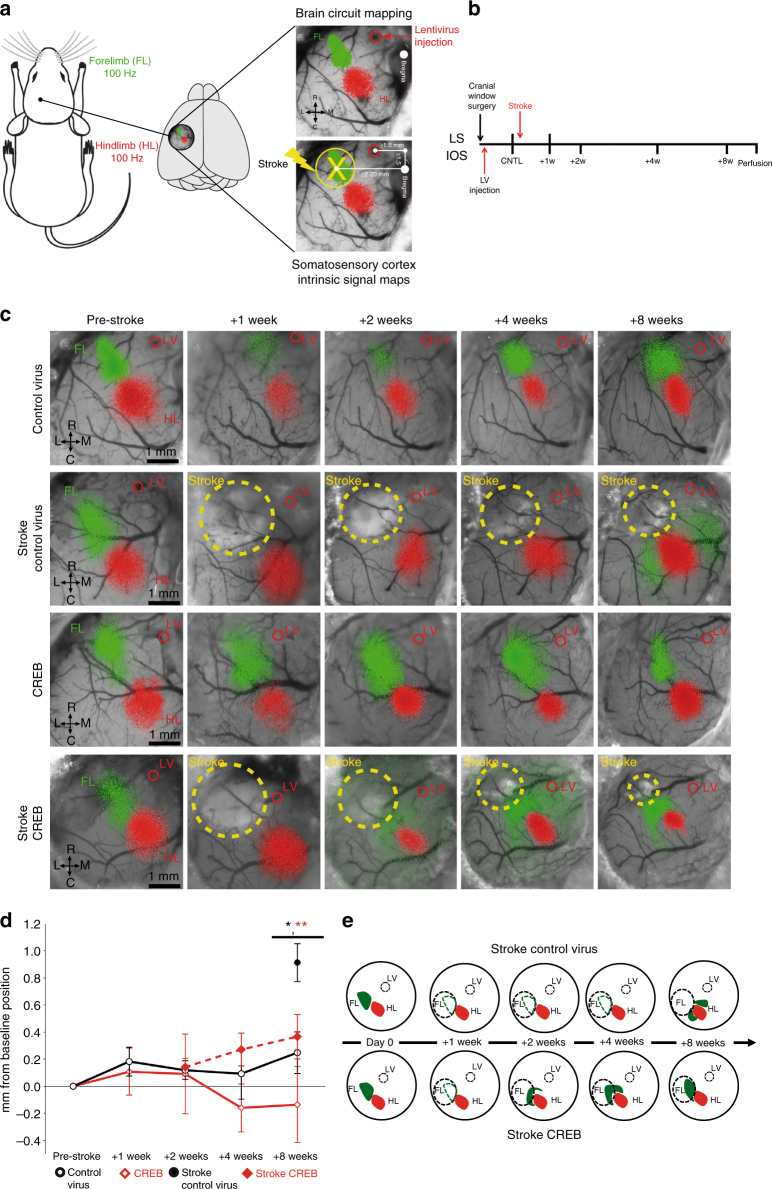
CREB promotes an early remapping of the sensory forelimb map after stroke. **a** Intrinsic optical signaling imaging (IOS) protocol. Piezoelectric stimulation (1 s, 100 Hz) of the sensory forelimb (FL) or hindlimb (HL) during IOS. **b** Experimental timeline shows IOS (baseline, +1 week, +2 weeks, +4 weeks, and +8 weeks), lentiviruses injection, and targeted stroke. **c** Time course and regional distribution of the IOS response maps to FL (green) and HL (red) stimulation in somatosensory cortex. IOS response maps were merged with an image of the surface vasculature to create regional maps of FL and HL activation. Stroke + CREB induction produced an early (over 2 weeks) recovery of the sensory forelimb map compared with stroke + Control virus (8 weeks). This reorganization occurs in the same regional map (baseline) with no displacement toward the motor forelimb representation. **d** Displacement of sensory forelimb (sFL) center from its mean baseline position before and after sensory stroke. Stroke + control virus causes a significant shift (1 mm) of the FL map (evident at 8 weeks) compared with stroke + CREB. ^♦♦^*P* < 0.001. Error bars represent SEM. *n* = 5 for all conditions **e** Schematic shows the difference in regional remapping and time course during which it occurs between stroke + control virus and stroke + CREB

### CREB overexpression after stroke produces axonal sprouting

Stroke induces axonal sprouting within motor, pre-motor, and somatosensory cortical areas, and these new connections are correlated with functional motor recovery^17^^–^^19^^,^^32^. CREB drives axonal growth from neurons over inhibitory substrates in spinal cord^33^, suggesting that a mechanism for CREB action in motor recovery after stroke may be through axonal sprouting in motor circuits. The tracer BDA was microinjected into motor cortex 13 weeks after stroke, and animals were killed 1 week later (Fig. 2a). Axonal sprouting is identified when a pattern of cortical projections is precisely mapped, by digital tracing of each BDA-labeled projection, and is statistically different across treatment conditions^16–19^. The location of axonal connections in each mouse cortical hemisphere was plotted, the digital maps of each axonal projection were grouped by condition, and cortical projection maps were then quantitatively compared across treatment groups (Hotelling’s *t*^2^ test) for overall differences in cortical projections, and for specific areas that have a different pattern of connections as previously described (Fig. 6a–g).

**Fig. 6:**
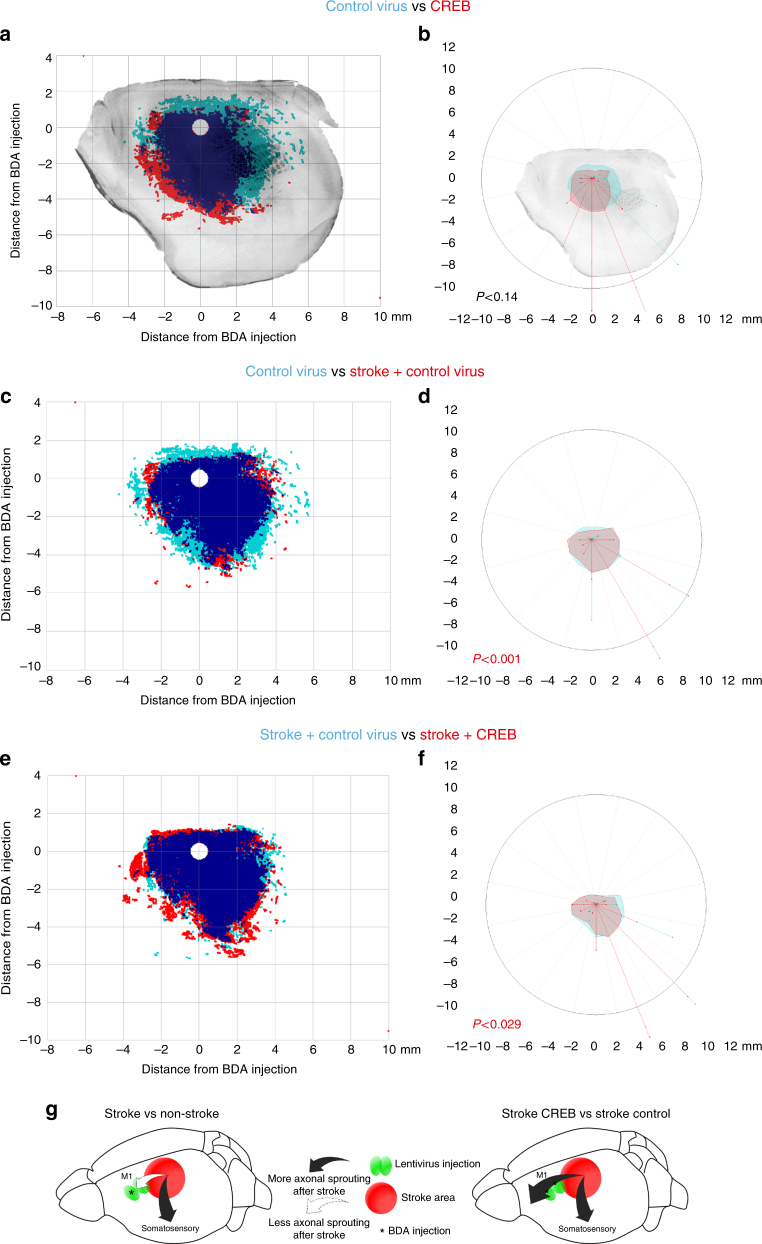
Quantitative mapping of motor system connections after stroke and with CREB induction. **a**, **c**, **e** Each map represents all of the digitally mapped connections from all the animals in each condition (*n* = 4 for each condition) from M1 anterior to the stroke site, collapsed onto a representative tangential section through the mouse cortical hemisphere. The *Y* and *X* axes show mm distance from the center of the tracer injection site. The dark blobs on the maps are the location of the primary somatosensory vibrissal field (the “barrel” field). Light blue label corresponds to the condition in the light blue labeled text at the top of each panel; red corresponds to the condition in the red label at the top of each panel; and dark blue is dense overlap. **b**, **d**, **f** In polar plots of connections of forelimb motor cortex projections the plot is made relative to the tracer injection in forelimb motor cortex as the origin. Each filled polygon (blue and red) is the 70th percentile of the distances of all BDA-labeled connections from the injection site in each segment of the graph. The lines in these plots are the median vector of that segment of the plot, multiplied by the median of the normal distribution of the number of points in a given segment of the graph. *P* value is Hotelling's *T*^2^. **g** Schematic summary of axonal sprouting after stroke with CREB induction

New connections in peri-infarct cortex in stroke can be detected in both genetic approaches in delivery of CREB; in particular we observed a significant increase in BDA-labeled projections after stroke in motor cortex in lenti-CREB (*n* = 4, Hotelling’s *t*^2^ test *P* < 0.021) mice with stroke when compared, respectively, with their controls (CREB virus alone, Fig. 6c, d) or with the control virus (control (non-CREB) virus plus stroke, *P* < 0.029) (Fig. 6e, f). Lenti-CREB alone in the normal, non-stroke brain does not promote axonal sprouting (lenti-CREB alone vs control virus: *n* = 4, *P* = 0.25, Fig. 6a, b). These data indicate that induction of CREB in forelimb motor cortex produces axonal sprouting, particularly in motor-to-premotor connections, a pattern that is associated with functional recovery^16–19^.

### CREB induces a distinct transcriptional profile after stroke

CREB modulates synaptic plasticity by altering gene expression and acts as a direct transactivator of regeneration-associated genes to mediate axonal sprouting^34^. To identify the molecular systems that are induced by CREB during behavioral recovery after stroke, CREB-transfected or control pyramidal neurons from motor cortex were FACS-isolated at the time of enhanced motor recovery (4 weeks after stroke) in control (non-stroke) and stroke conditions (Fig. 7a). 

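Cells carrying lenti-CREB or the control virus were sorted by their fluorescence from motor cortex, from a pool of 3 cortices for each group. The sort differed with the virus. According to the methods, cells positive for eGFP were taken for lenti-CREB and cells positive for both eGFP and tdTomato for the control virus. Their amplified RNA was hybridized to Mouse Ref 8 v2.0 chips (Illumina), on which each transcript is read through short probes attached to beads. The experiment holds 16 arrays: 2 of Control, 2 of CREB, 6 of Control Stroke and 6 of CREB Stroke. Cohort A gave 2 arrays of each group and cohort B gave 4 arrays each of Control Stroke and CREB Stroke, so that every group without stroke lies in cohort A. Cells were taken 4 weeks after stroke and virus; for mice without stroke the paper gives 4 weeks after the virus and the sample records give 5. The authors' tables hold raw probe signals with a detection p for each probe, and log2 values from which the differences between the chip batches had been removed. Values here start from the raw signals, which were background-corrected from the detection p values and quantile normalized with the neqc function of limma. Signal over background differed between the cohorts: 8188 to 10618 probes had a detection p under 0.05 on each array of cohort A and 12989 to 14479 on each array of cohort B. Probes detected on at least 2 arrays were kept, 18452 in all, and each of the 12255 genes among them is read from its probe with the highest mean level. A linear model with a mean for each group and a term for the cohort gave each log2 fold change with its standard error (SE) and a p adjusted by the Benjamini–Hochberg method over all probes kept. The number of arrays limits the precision, and the methods do not state whether the arrays of a group come from separate pools. When 200 probes of simulated data were changed by a log2 value of 2, the test found 69% of them between CREB Stroke and Control Stroke but 31.5% without stroke, and at a log2 value of 1 it found 13.5% and 0%. The simulated noise was independent between probes, unlike that of correlated genes, so these shares may not carry over to the real arrays.

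Creb1, the gene that the virus carries, did not pass in either comparison on its main probe, ILMN_2657709, the one with the highest signal. Its log2 level was 8.52 ± 0.82 (SD, n = 6) in Control Stroke and 8.06 ± 0.44 (SD, n = 6) in CREB Stroke, a log2 fold change of -0.46 (SE 0.35, adjusted p = 0.546). Without stroke it was 8.73 ± 0.52 (SD, n = 2) in Control and 7.60 ± 0.57 (SD, n = 2) in CREB, a log2 fold change of -1.13 (SE 0.60, adjusted p = 0.456). On the single arrays it was 8.00 and 7.19 in CREB, 9.09 and 8.36 in Control, 7.67 and 7.98 in CREB Stroke A, and 9.82 and 8.94 in Control Stroke A. In cohort B it was 7.47, 8.35, 8.27 and 8.62 in CREB Stroke, and 8.29, 8.69, 7.55 and 7.83 in Control Stroke. A weaker Creb1 probe, ILMN_1215890, had log2 fold changes of 0.88 with stroke (SE 0.32, adjusted p = 0.135) and 1.85 without (SE 0.55, adjusted p = 0.152). It was not above background on Control 1 (4.40, detection p = 0.682), so the change without stroke is not an exact value. With stroke it was above background in cohort B and on no array of cohort A, so that change rests on cohort B. The cohort A arrays enter it under background, so 0.88 is not an exact value either. In cohort B its log2 level was 5.66, 6.34, 6.60 and 7.41 in CREB Stroke, each above the 5.33, 5.145, 4.84 and 5.37 in Control Stroke. Which probes lie within the sequence carried by the virus is not known here, so neither probe can be read as a measure of its expression.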

RNA was isolated and used to probe whole genome arrays. To confirm this transcriptional profile, FACS isolation and microarray analysis were performed separately in the second cohort of Control Stroke and CREB Stroke animals (termed Control Stroke “A” and “B” and CREB Stroke “A” and “B”). Gene expression data were filtered to only include those with a gene expression *P*-value threshold of <0.005 and a minimum log2-transformed fold change of 0.2. Unsupervised clustering of the 100 most differentially regulated genes in each data set indicates that the condition with the greatest effect on gene transcription is induction of CREB or exposure to stroke (Fig. 7c): the transcriptional effect of CREB induction, stroke, and stroke + CREB drive the difference between transcriptomes in neurons. 

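At 4 weeks after stroke, the pan-neuronal and synaptic genes, as a list, were lower in cells with the control virus than in Control cells. This call ended with an estimated correlation between genes (camera, adjusted p = 0.627). Between Control Stroke and Control, 5 genes rose and 40 fell, and between CREB Stroke and CREB, 4 rose and 38 fell. Median scaling gave 6 and 459 with the control virus and 2 and 598 with lenti-CREB, and the authors' normalized values, fitted without a cohort term, gave 0 and 0 in both in limma (682 and 556 genes at an unadjusted p under 0.05). In Control Stroke, Wipi2, which takes part in the formation of autophagosomes, fell by 3.90 on the log2 scale (SE 0.52, adjusted p = 0.00412). Ctnnd2, a catenin of dendritic spines, fell by 3.69 (SE 0.64, adjusted p = 0.0264), and Dusp16, a phosphatase of MAP kinases, by 3.29 (adjusted p = 0.0428). The largest fall was that of Tceal8, with a log2 fold change of -4.13 (adjusted p = 0.00205). Genes that rose include Ift20, a subunit of the intraflagellar transport complex of cilia, at 2.72 (adjusted p = 0.00814), and Sdhaf1, an assembly factor of mitochondrial complex II. Sdhaf1 was detected on 1 of 2 Control arrays, with a mean under background, and was at least 3.46-fold higher (adjusted p = 0.0306). With lenti-CREB, Rit2, a small GTPase of neurons, fell by 4.39 on the log2 scale (SE 0.70, adjusted p = 0.0194), and Llgl1, a regulator of cell polarity, rose by 2.81 (SE 0.44, adjusted p = 0.0163). Ifitm3, an interferon-induced membrane protein, rose as well, by 2.53 (adjusted p = 0.0291).

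None of the gene lists below passed with an estimated correlation between genes (lowest adjusted p = 0.627 with an estimated correlation for the control virus and 0.59 for lenti-CREB). The 27 pan-neuronal and synaptic genes were lower in Control Stroke than in Control, with a median log2 fold change of -1.45 (camera, adjusted p = 6.51e-08). No single member passed over all genes, and 4 were lower when adjusted over the list alone. Their median was -0.86 without Control Stroke A1, and the list passed with each array left out in turn, a choice made for lists after the data were seen. The 8 other lists given here passed with all arrays but not without Control replicate 2 (adjusted p from 0.07 to 0.539). Of these, lower medians came from oligodendrocyte markers at -1.02 (adjusted p = 0.00114), excitatory neuron markers at -0.86 (adjusted p = 0.0136), GABA-A receptor subunits at -0.86 (adjusted p = 0.0471) and astrocyte markers at -0.56 (adjusted p = 0.0115). Protocadherins and related genes at -0.41 (adjusted p = 0.036), which turned to 0.20 without that array, and voltage-gated channels at -0.28 (adjusted p = 0.036) belong to them too. The others are immediate early genes, transcribed within minutes of neuronal activity, at 0.45 (adjusted p = 0.0333) and cytosolic ribosomal protein genes at 0.43 (adjusted p = 0.00132), which turned to -0.19 with median scaling in place of quantile normalization. With lenti-CREB, astrocyte markers were higher after stroke, at 1.02 (adjusted p = 1.54e-11; 7 of 38 higher when adjusted over the list alone). Ribosomal protein genes were higher at 0.54 (adjusted p = 0.000345; 3 higher when adjusted over the list alone) but turned to -0.17 with median scaling. Lower with lenti-CREB were pan-neuronal genes at -0.87 (adjusted p = 0.000345) and GABA-A receptor subunits at -1.38 (adjusted p = 0.00471), whose median was -0.84 without CREB replicate 1. These 4 lists passed with each array left out. The other 5 given here passed with all arrays but not without one of the CREB replicates: endothelial markers at 0.62 (adjusted p = 0.0235), oligodendrocyte precursor markers at 0.71 (adjusted p = 0.0385), developmental transcription factors at 0.48 (adjusted p = 0.0235), excitatory neuron markers at -0.65 (adjusted p = 0.0235) and oligodendrocyte markers at 0.18 (adjusted p = 0.0385). The last turned to -0.34 with median scaling, which moved the median of all genes from 0.01 to -0.20 in this comparison and from 0.05 to -0.14 with the control virus.

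On the 100 genes with the smallest p between CREB Stroke and Control Stroke, the first branching of the dendrogram set the 8 CREB arrays, with and without stroke, apart from the 8 arrays of the control virus. For the stroke arrays this split follows from the choice of the genes. The arrays without stroke were not compared in that choice, and they lay in the branch of their virus. On all 12255 genes the first branching set CREB Stroke A1 alone apart from the other 15 arrays. Without Control replicate 1, 69 genes rose and 291 fell after stroke with the control virus, and without CREB Stroke A2, 78 rose and 199 fell with lenti-CREB.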

To understand how CREB induction in cortical neurons affects the normal transcriptional state induced by stroke, we compared Control Stroke across the two cohorts to Stroke CREB induction in the two cohorts. The transcriptional profile of Control Stroke clusters most closely to the replication study of Control Stroke, as expected (Fig. 7c). 

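In both cohorts, cells sorted for Control Stroke had higher microglia and macrophage markers and lower astrocyte markers than cells sorted for CREB Stroke. With an estimated correlation (camera, adjusted p = 0.0593 and 0.0462) the microglia call ended. The mean log2 level of the microglia and macrophage markers was 9.58 ± 1.14 (SD, n = 6) in Control Stroke, above every array of CREB Stroke on all Control Stroke arrays except B4, and 7.00 ± 0.82 (SD, n = 6) in CREB Stroke. In Control, without stroke, it was 8.98 ± 0.59 (SD, n = 2), and the list did not pass between Control Stroke and Control, with a median log2 fold change of 0.23 (camera, adjusted p = 0.433). Astrocyte markers stood at 6.55 ± 0.37 (SD, n = 6) in Control Stroke, 8.37 ± 0.65 (SD, n = 6) in CREB Stroke and 6.78 ± 0.09 (SD, n = 2) in Control. In the same order, excitatory neuron markers stood at 6.67, 7.18 and 7.04, and pan-neuronal and synaptic genes at 7.08, 7.82 and 7.86. The microglia level was thus above both neuronal levels in Control Stroke and Control, and below both in CREB Stroke. Mean levels of different lists do not give shares of cells. On Control Stroke B4 the microglia level was 7.27, against 10.04 to 10.21 on Control Stroke B1 to B3 and 7.17 to 7.96 on the CREB Stroke arrays of that cohort. Astrocyte markers on B4 stayed with Control Stroke, at 6.90, beside 6.24 to 6.88 on B1 to B3. Endothelial markers on B4 stood at 7.84, the highest level of any array in that group, whose mean was 5.94 ± 0.94 (SD, n = 6).

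Correlations and principal components were taken after removal of the cohort difference, so they do not measure how alike the uncorrected cohorts were. Over the whole transcriptome, with each gene centred on its mean over the 16 arrays, Control Stroke A and Control Stroke B correlated with a mean r of 0.275 (pairs from -0.25 to 0.471). Correlations are across genes, which are not independent replicates. Control Stroke A correlated with CREB Stroke A at -0.426 and Control Stroke B with CREB Stroke B at -0.213. Within a cohort, the mean r was 0.0659 between the 2 Control Stroke arrays of cohort A and 0.158 among those of cohort B, where B4 gave the lowest value of -0.301. The first principal component, with 27.9% of the variance, placed CREB Stroke between -60.3 and -3.11, Control Stroke B4 among them at -21.5, and the other Control Stroke arrays between 52.9 and 75.9. Without removal of the cohort difference, the 100 genes placed 11 of 12 stroke arrays with their virus, B4 being the exception.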

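Astrocyte markers were higher as a list in CREB Stroke than in Control Stroke (adjusted p = 0.0462 with an estimated correlation). The lists of oligodendrocyte markers, which were higher, and of microglia and macrophage markers, which were lower, did not pass with an estimated correlation (adjusted p = 0.13 and 0.0593 with an estimated correlation). Between the groups, 860 of 12255 genes changed, 333 higher and 527 lower in CREB Stroke. Of 38 astrocyte markers measured, 29 rose, none fell and 9 did not pass (33 higher when adjusted over the list alone). Their median log2 fold change was 1.87 (camera, adjusted p = 1.78e-30; adjusted p = 0.0462 with an estimated correlation). Gja1, the gap junction protein connexin 43 of astrocytes, had a log2 level of 10.67 ± 0.43 (SD, n = 6) in Control Stroke and 12.53 ± 0.47 (SD, n = 6) in CREB Stroke. Aqp4, the water channel of astrocyte endfeet, rose by 2.44 (SE 0.32, adjusted p = 0.00242), Aldoc, a glycolytic enzyme enriched in astrocytes, by 2.48 (adjusted p = 0.00256), and Gpr37l1, a receptor of astrocytes, by 2.85 (adjusted p = 0.00256). The largest rises of all genes hold the astrocyte markers Htra1, a secreted protease, at 3.25, Slc39a12, a zinc transporter, at 3.25, and Cldn10, a claudin, at 3.18. Beside them stand the contractile proteins Tpm2 at 3.59 and Des at 3.11 and the vascular amine oxidase Aoc3 at 3.43. These 3 genes were each detected on 3 of 6 Control Stroke arrays, so their values rest in part on background and are not exact.

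Of 37 microglia and macrophage markers, 30 fell, none rose and 7 did not pass (37 lower when adjusted over the list alone). As a list they had a median of -2.66 (adjusted p = 1.41e-30, and adjusted p = 0.0593 with an estimated correlation, which ends the call). Lyz2, the lysozyme of myeloid cells, had a log2 level of 11.91 ± 0.80 (SD, n = 6) in Control Stroke and 9.07 ± 1.46 (SD, n = 6) in CREB Stroke. Cd83, a surface protein of activated antigen-presenting cells, had a log2 fold change of -3.52 (SE 0.63, adjusted p = 0.00636) and Irf8, a transcription factor of the myeloid lineage, of -2.55 (SE 0.45, adjusted p = 0.00636). The largest falls of all genes include the macrophage scavenger receptors Cd163 at -4.78 and Mrc1 at -4.18, and the chemokines Ccl4 at -4.36, Ccl7 at -4.20 and Ccl12 at -3.78. Among them are also the macrophage elastase Mmp12 at -4.27 and the lectin Lgals3 at -4.18. The scavenger receptor Cd36 and the chemokine Pf4, each detected on 2 of 6 CREB Stroke arrays with a mean under background, were at least 13.5-fold and 15.5-fold lower. The mean level of the marker list was 7.28 ± 0.24 (SD, n = 2) in CREB and 8.98 ± 0.59 (SD, n = 2) in Control without stroke.

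Of 23 oligodendrocyte markers, 9 rose, among them Mal, a myelin proteolipid, at 2.02 (adjusted p = 0.0162) and Tmem88b at 2.16 (adjusted p = 0.0101). Of the same list 1, Evi2a, fell, at -2.07 (adjusted p = 0.00892) (16 higher and 1 lower when adjusted over the list alone). Their median was 1.40 (adjusted p = 1.04e-08; adjusted p = 0.13 with an estimated correlation). Oligodendrocyte precursor markers rose in 3 of 12, Cspg5 at 2.48 (adjusted p = 0.009), Rlbp1 at 1.39 (adjusted p = 0.0461) and Sox8 at 1.13 (adjusted p = 0.0477) (4 when adjusted over the list alone). They had a median of 1.16 (adjusted p = 0.000118; adjusted p = 0.114 with an estimated correlation). Rlbp1 was detected on 2 of 6 Control Stroke arrays, so its change is not an exact value. The 26 endothelial and mural cell markers had a median of 0.47 (adjusted p = 0.0186; adjusted p = 0.495 with an estimated correlation). Of them only Slco1c1, an anion transporter of the blood–brain barrier, rose, at 2.84 (adjusted p = 0.0219) (also 1 when adjusted over the list alone). The astrocyte median was 1.92 (adjusted p = 6.13e-38) in a fit with the mean level of the microglia and macrophage markers as a covariate, chosen after the data were seen. It was 0.35 for oligodendrocyte (adjusted p = 0.197), 0.37 for precursor (adjusted p = 0.379) and -1.09 for endothelial markers (adjusted p = 1.51e-11). These camera p values rest on the preset correlation alone. Between the stroke groups the covariate largely follows the virus, since only Control Stroke B4 has a microglia level among those of CREB Stroke. That array, which also has the highest endothelial level of its group, therefore weighs heavily, and no fit with the covariate and without it is given.

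In the fit with the covariate no gene passed in limma, and 583 genes had an unadjusted p under 0.05; over the 860 genes the median size of the change fell from 1.81 to 0.62 and the median SE rose from 0.40 to 0.56. Without the covariate, the count of 860 became 1439 without Control Stroke B4, 428, 449 and 478 without Control Stroke B2, B1 and B3, and 560 without CREB Stroke A1, and 201 in cohort A alone and 346 in cohort B alone.

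**Figure D1:**
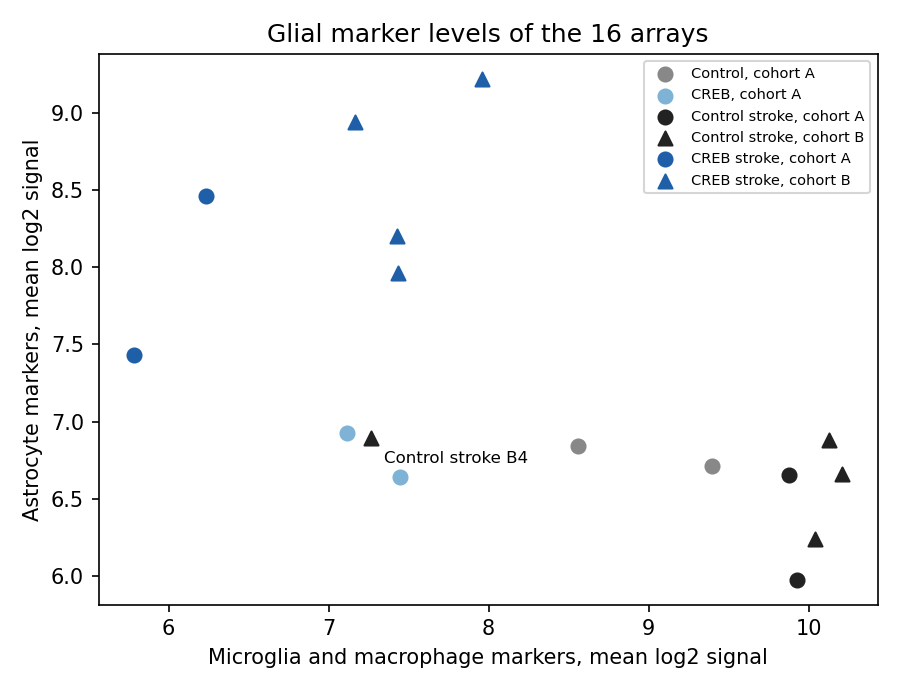
Mean log2 signal of the microglia and macrophage markers (horizontal axis) and of the astrocyte markers (vertical axis) on each array, circles for cohort A and triangles for cohort B, colored by group. The CREB Stroke arrays have the highest astrocyte levels, from 7.43 to 9.22, and Control Stroke lies from 5.98 to 6.90.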

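Lysosomal genes and interferon-response genes, as lists, were lower in CREB Stroke than in Control Stroke in the initial and in the replication run when each was fitted alone, a fit chosen for these lists after the data were seen. With both cohorts, neither list passed with an estimated correlation (adjusted p = 0.13 and 0.0593 with an estimated correlation). The median log2 fold change of the lysosomal genes was -2.04 (adjusted p = 1.74e-12) in cohort A and -0.84 (adjusted p = 7.3e-07) in cohort B, and that of the interferon-response genes -1.19 (adjusted p = 0.000461) and -0.95 (adjusted p = 1.24e-13). Between the cohorts the lysosomal genes differed by 1.04 (adjusted p = 5.81e-05; adjusted p = 0.719 with an estimated correlation), and by 0.62 without Control Stroke B4. With both cohorts, lysosomal genes fell in 13 of 30, none rose and 17 did not pass (18 lower when adjusted over the list alone). Together they had a median log2 fold change of -1.15 (adjusted p = 1.54e-12; adjusted p = 0.13 with an estimated correlation). Among them, Grn, the gene of progranulin, had a log2 level of 10.02 ± 0.80 (SD, n = 6) in Control Stroke and 8.05 ± 0.56 (SD, n = 6) in CREB Stroke, a log2 fold change of -1.98 (SE 0.35, adjusted p = 0.00636). The cathepsins Ctsc and Ctsz fell by 2.69 (adjusted p = 0.0105) and 2.05 (adjusted p = 0.00967), and the lipase Lipa fell by 2.59 (adjusted p = 0.0104). Interferon-response genes fell in 9 of 31 and 22 did not pass (15 lower when adjusted over the list alone), with a median of -0.92 (adjusted p = 2.64e-11; adjusted p = 0.0593 with an estimated correlation). They include H2-K1, a class I molecule of antigen presentation, at -1.87 (SE 0.24, adjusted p = 0.00217), and Psmb9, a subunit of the immunoproteasome, at -2.92 (SE 0.42, adjusted p = 0.00281). The microglia and macrophage markers were lower on the same arrays. With their mean level as a covariate, chosen after the data were seen, the median of the lysosomal genes was 0.11 (camera, adjusted p = 0.0943). That of the interferon-response genes was -0.86 (adjusted p = 8.02e-12). Both p values rest on the preset correlation alone.

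All 860 genes that passed had the same direction in cohort A and in cohort B, in a fit of both cohorts with a mean for each group in each cohort. Across those genes, the log2 fold changes of the cohorts correlated with r = 0.912, and across all genes with r = 0.542; genes are not independent replicates, and the 860 were chosen on this effect. Grn changed by -2.61 in cohort A and -1.66 in cohort B, H2-K1 by -2.44 and -1.58, and Gja1 by 1.49 and 2.03. With the cohort difference removed and genes centred, CREB Stroke A and CREB Stroke B correlated with a mean r of 0.235 across genes. The mean r was 0.247 among the CREB Stroke B arrays, and r was -0.0847 between the 2 CREB Stroke A arrays.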

CREB induction in stroke produces a distinct transcriptome, with both initial and replication runs of CREB Stroke neurons having a similar transcriptional profile, and one that is distant from Control Stroke (Fig. 7c). This indicates that CREB induces a very distinct transcriptome within the condition of stroke as compared to inducing CREB in cortical neurons in the control state. 

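The CREB effect with stroke was more positive than that without stroke in the medians of astrocyte and oligodendrocyte markers and more negative in that of immediate early genes. None of the 3 lists passed with an estimated correlation (adjusted p = 0.16, 0.417 and 0.16 with an estimated correlation). Without stroke their medians were 0.03, -0.09 and 0.26. The difference between the CREB effect with stroke and the CREB effect without stroke passed for 11 genes, 7 with a more positive effect after stroke and 4 with a more negative one. Astn2, which takes part in the migration of neurons along glia, changed by 1.65 (SE 0.29) with stroke and -1.999 (SE 0.50) without, a difference of 3.65 (SE 0.58, adjusted p = 0.03). Cdk16, a cyclin-dependent kinase of neurons, and Heatr3, a chaperone of ribosomal protein import, were detected on 1 of 2 CREB arrays with means under background. They were at least 7.5-fold and 16.1-fold lower in CREB than in Control without stroke (adjusted p = 0.0328 and 0.0347 for the difference). B4galt5, a galactosyltransferase of glycolipid synthesis, and Dnajb12, a chaperone of the endoplasmic reticulum, were detected in neither CREB array and were at least 4.35-fold and 4.09-fold lower in CREB than in Control without stroke. The difference from the effect with stroke had adjusted p = 0.0493 and 0.0295. The more negative effects after stroke were those of Ap1g2, a subunit of an adaptor complex of vesicle transport, and of Ap1m1, Avpr1a and Gcsh. Ap1g2 was detected on 1 of 2 Control arrays, with a mean under background, and was at least 7.4-fold higher in CREB without stroke (adjusted p = 0.03 for the difference). The other 3 were detected in neither Control array. Without stroke, Ap1m1, another adaptor subunit, was at least 5.54-fold higher in CREB, the vasopressin receptor Avpr1a at least 2.67-fold and Gcsh, a subunit of the glycine cleavage system, at least 2.43-fold (adjusted p = 0.03, 0.03 and 0.03 for the difference).

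Of the gene lists, the astrocyte markers had a median difference of 1.53 between the effects (camera, adjusted p = 4.27e-18), with 16 of 38 more positive when adjusted over the list alone and none over all genes. Oligodendrocyte markers followed at 1.33 (adjusted p = 1.37e-07; 2 when adjusted over the list alone) and oligodendrocyte precursor markers at 0.72 (adjusted p = 0.0445). Developmental transcription factors differed by 0.47 (adjusted p = 0.00858), microglia and macrophage markers by -0.86 (adjusted p = 0.0251) and immediate early genes by -0.96 (adjusted p = 0.000123). Without one array, the calls of the precursor, developmental and microglia lists ended, at 0.75 (adjusted p = 0.197), 0.28 (adjusted p = 0.25) and -0.31 (adjusted p = 0.342) without Control replicate 2, and the microglia median was -0.45 without CREB Stroke A2 and -1.298 without Control Stroke B4. The oligodendrocyte and developmental medians were 2.16 and 0.76 without Control replicate 1. With an estimated correlation no list passed (adjusted p = 0.16 for astrocyte markers and for immediate early genes, 0.417 for oligodendrocyte, 0.562 for precursor and 0.915 for microglia and macrophage markers, and 0.433 for developmental transcription factors). Of the 860 genes that passed with stroke, 711 had the same direction without stroke, where 59.0% of all genes shared their direction, and 2, Astn2 and Ap1g2, passed the test of the difference. Across all genes the effects with and without stroke correlated with r = 0.374. No gene passed in limma with the authors' normalized values, the series table, the stricter filter, no cohort term or the replicate number as a block (708 to 1047 genes at an unadjusted p under 0.05), nor without CREB Stroke B1, B2 or B3 or Control Stroke B2 (1025 to 1120). Without CREB replicate 1 or 2, 2 and 11 genes were more positive and 17 and 58 more negative, and without Control replicate 1 or 2, 115 and 25 were more positive and 41 and 4 more negative. From the similar profiles of CREB Stroke in the initial and the replication run, distant from Control Stroke, the paper concludes that CREB induces a very distinct transcriptome within stroke, compared with CREB in neurons of the control state.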

In total, 205 genes were differentially expressed between CREB alone vs Control alone (90 up-regulated and 115 down-regulated genes, *P* value < 0.005) and 1104 genes were differentially expressed between Stroke CREB vs Stroke Control virus (552 up- and 552 down-regulated genes, *P* value < 0.005) (Fig. 7b). 

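Without stroke, microglia and macrophage markers, lysosomal genes and ribosomal protein genes were lower as lists in lenti-CREB cells than in Control cells. None of the 3 passed with an estimated correlation (adjusted p = 0.753, 0.753 and 0.56 with an estimated correlation). Slc32a1, the vesicular transporter of GABA and glycine, was detected in neither Control array and was at least 14.1-fold higher in CREB (adjusted p = 0.0397). Cc2d2a, a protein of the ciliary transition zone, was at least 10.4-fold higher (adjusted p = 0.043) and the chemokine Ccl25 at least 11.2-fold (adjusted p = 0.0484). Rell2, a homolog of the receptor RELT, was at least 10.6-fold higher (adjusted p = 0.043) and the chaperone Hspa4l at least 4.61-fold (adjusted p = 0.0114). Genes detected in both Control arrays and in neither CREB array include Rnase6, an antimicrobial ribonuclease of myeloid cells, at least 17.4-fold lower (adjusted p = 0.0191). The others are Ptbp1, a repressor of neuronal splicing, at least 13.4-fold lower (adjusted p = 0.0484), and Itgb2, an integrin of leukocytes, at least 10.2-fold lower (adjusted p = 0.0476). Hexa, a lysosomal hexosaminidase, had a log2 level of 10.65 ± 0.22 (SD, n = 2) in Control and 7.55 ± 0.97 (SD, n = 2) in CREB, a log2 fold change of -3.10 (SE 0.59, adjusted p = 0.0457).

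At an adjusted p under 0.05, 64 genes passed without stroke, 31 higher and 33 lower. At the paper's thresholds, an unadjusted p under 0.005 with a log2 fold change of at least 0.2, the counts were 226 higher and 195 lower without stroke and 404 higher and 606 lower with stroke. Microglia and macrophage markers had a median log2 fold change of -1.67 without stroke (camera, adjusted p = 9.65e-10), though no member passed over all genes and 1 of 37 was lower when adjusted over the list alone. Ribosomal protein genes stood at -0.96 (adjusted p = 2.83e-12; 3 lower over all genes, 11 lower and 1 higher when adjusted over the list alone). Lysosomal genes stood at -1.03 (adjusted p = 5.02e-07; 7 lower and 1 higher when adjusted over the list alone) and interferon-response genes at -0.86 (adjusted p = 3.22e-07; 7 lower when adjusted over the list alone). The interferon-response median was -0.10 (adjusted p = 0.382) without Control replicate 1, which ends its call, and without Control replicate 2 it was -1.59 and the lysosomal one -1.68. With an estimated correlation none of these lists passed (adjusted p = 0.753 for microglia and macrophage markers and for lysosomal genes, 0.56 for ribosomal and for interferon-response genes). The 17 interneuron markers, with a median of 0.39, did not pass (adjusted p = 0.0582). The 64 genes rest on 2 arrays in each group, and their balance moved with single arrays and with the scaling: 46 were higher and 10 lower without CREB replicate 1, 128 and 41 without CREB replicate 2, 80 and 175 without Control replicate 1, 9 and 37 without Control replicate 2, 55 and 109 without Control Stroke B4, and 85 and 58 with median scaling. The count was 13 without Control Stroke B1 or B2. It was 15 with the mean level of the microglia and macrophage markers as a covariate, chosen after the data were seen, and with the authors' normalized values, fitted without a cohort term, no gene passed in limma (922 at an unadjusted p under 0.05).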

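Of the developmental transcription factors, axon guidance genes and regeneration-associated genes, most did not pass between CREB Stroke and Control Stroke. Of 42 developmental transcription factors and Notch pathway genes, 8 rose, none fell and 34 did not pass (13 higher when adjusted over the list alone). The median log2 fold change of this list was 0.56 (adjusted p = 8.93e-07; adjusted p = 0.0593 with an estimated correlation). Id4, an inhibitor of basic helix-loop-helix factors, had a log2 level of 5.34 ± 0.31 (SD, n = 6) in Control Stroke and 7.69 ± 1.31 (SD, n = 6) in CREB Stroke, a log2 fold change of 2.35 (SE 0.39, adjusted p = 0.00439). Meis2, a homeobox cofactor, changed by 2.42 (SE 0.41, adjusted p = 0.00475) and Sox21, a factor of neural progenitors, by 2.20 (SE 0.41, adjusted p = 0.00761). For Emx2, a homeobox gene of the cortical primordium, the change was 1.65 (SE 0.33, adjusted p = 0.0101). Id4 was detected on 4 of 6 Control Stroke arrays, so its change is not an exact value. Astrocyte markers rose on the same arrays, and Id4 is also a member of that list. With the mean level of the microglia and macrophage markers as a covariate, chosen after the data were seen, the median of the developmental list was 0.36 (adjusted p = 0.000787).

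Axon guidance genes rose in 4 of 46, fell in 4 and did not pass in 38 (6 higher and 4 lower when adjusted over the list alone). Rgma, a repulsive guidance molecule, changed by 1.79 (SE 0.36, adjusted p = 0.0102) and Plxnb1, a semaphorin receptor, by 1.66 (SE 0.38, adjusted p = 0.0182). Cxcr4, a chemokine receptor of migrating neurons and leukocytes, changed by -2.66 (SE 0.47, adjusted p = 0.00636) and Nrp1, a semaphorin and VEGF receptor, by -1.48 (SE 0.37, adjusted p = 0.0286). Cxcr4 was detected on 3 of 6 CREB Stroke arrays, so its change is not an exact value. The median of the list was 0.34 (adjusted p = 0.0182; adjusted p = 0.15 with an estimated correlation), and -0.03 with the covariate (adjusted p = 0.766).

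Regeneration-associated genes fell in 3 of 29, rose in none and did not pass in 26 (2 higher and 4 lower when adjusted over the list alone). These were Atf3, a stress-induced transcription factor, at -2.83 (SE 0.51, adjusted p = 0.00712) and Socs3, an inhibitor of cytokine signaling that limits axon regrowth, at -2.12 (SE 0.51, adjusted p = 0.0231). The third was Jun, a transcription factor of injured neurons, at -1.33 (SE 0.37, adjusted p = 0.0473). Cd44, a hyaluronan receptor, stood at -1.31 (SE 0.38, adjusted p = 0.0567). The list did not pass (adjusted p = 0.495), and its median of 0.07 and its mean of -0.03 differ in sign. None of 13 protocadherins, calneurons and secretion activators passed over all genes or when adjusted over the list alone. Pcdh17, a cell adhesion protein of synapses, was highest at 1.58 (SE 0.47, adjusted p = 0.0623), and Pcdh7 stood at 1.01 (SE 0.46). The median of that list was 0.46 (adjusted p = 0.00361; adjusted p = 0.254 with an estimated correlation) and -0.40 with the covariate (adjusted p = 0.0276).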

Gene ontology analysis in Stroke Control vs Stroke CREB shows that CREB induction in stroke activates sets of genes within cellular pathways that are relevant to neural repair and recovery, including nervous system development, tissue development and organismal development (Fig. 7d).

**Fig. 7:**
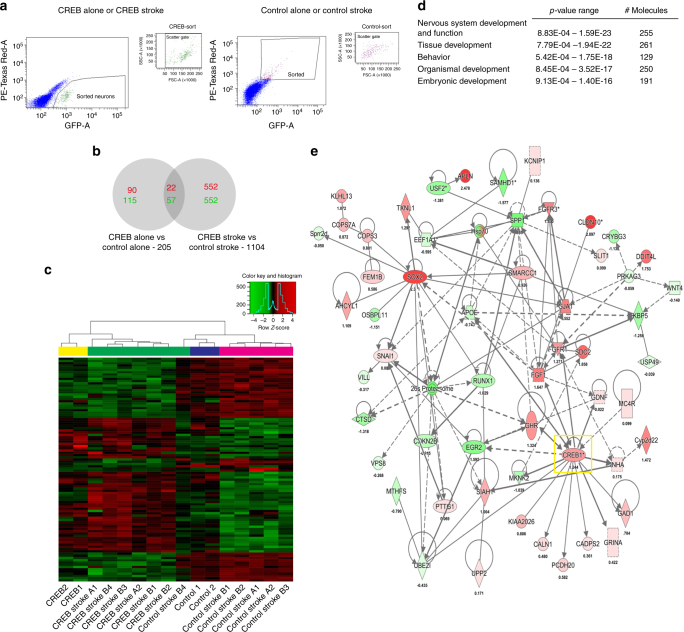
CREB-stroke transcriptome in motor cortex during period of recovery. **a** Fluorescence-activated cell sorting (FACS) isolation of CREB-transfected or control neurons in motor cortex after stroke. In the scattergrams, each selected cell is indicated by a dot. The cluster of sorted neurons (cells in the gate) in the scattergram corresponds to neurons that were selected for further analyses of their fluorescence characteristics. GFP-positive (CREB-transfected) or GFP-/Texas Red-positive cells (control virus, tdtomato-eGFP) with high fluorescence levels are displayed in a fluorescence scattergram where FSC (forward scatter light) represents the absorbance of transmitted laser light for each neuron and SSC (side scatter light) the light scattered at a 90-degree angle. **b** Hypergeometric overlap of genes that are significantly induced in control motor cortex neurons with CREB transfection compared to normal, non-transfected neurons that overlap with CREB-transfected neurons after stroke compared to non-transfected neurons after stroke. Red: upregulation; green: downregulation. There is little overlap of the two transcriptomes. **c** Unsupervised clustering of top 100 differentially expressed genes at *P* < 0.005. *Z* score is indicated by top right inset. **d** Top regulated canonical pathways in Stroke + CREB vs Stroke. Middle column shows the inverse log of the *P* value corrected for multiple comparisons in Benjamini–Hochberg (B–H) test. The left column shows the number of significantly regulated genes in the Stroke-CREB transcriptome that are within this canonical pathway. **e** Molecular pathway analysis showing interactions between significantly regulated genes in the Stroke-CREB transcriptome. Red is upregulated with darker indicating greater fold change. Downregulation is in green with same color strength scheme. Log2 fold change is below each gene

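Among the genes that were lower with lenti-CREB than with the control virus, both with and without stroke, stand ribosomal proteins, antigen-presenting molecules and myeloid genes, families named after their values were seen and not tested among the shared genes. At the paper's thresholds, 71 genes were lower in both comparisons, against 9.64 by chance (one-sided Fisher's exact test, p = 2.7e-43), and 17 were higher in both, against 7.45 by chance (p = 0.00134). The 71 come from 606 genes lower with stroke and are 36.4% of 195 lower without, and the 17 come from 404 higher with stroke and are 7.52% of 226 higher without. In opposite directions, 1 gene went up with stroke and down without, and 1 went the other way. Fisher's exact test treats genes as independent, which they are not. The estimated correlation between genes was 0.29 for the ribosomal protein genes and 0.62 for the microglia and macrophage markers. Both comparisons also come from the same fit, with the same variance for each gene. The p values of the overlap therefore do not measure how well it would repeat over arrays. The shared lower genes include the ribosomal proteins Rps21, Rpl37a, Rplp1, Rpl35, Rpl34, Rpl10, Rps27 and Rps12, the antigen-presenting molecules H2-Ab1, H2-D1, H2-Q7 and H2-Q8, and the myeloid genes Cd163, Mrc1, Itgb2, Irf8 and Ptprc. Other shared lower genes, such as Ptbp1, Snap23, Tln1 and Myc, belong to none of these families. H2-D1 changed by -1.80 (SE 0.26) with stroke and -1.81 (SE 0.44) without, and Mrc1, the mannose receptor, by -3.83 (SE 0.89) without stroke. The shared higher genes are Ecsit, Vangl2, Nicn1, Rgs7bp, Sugp2, Klhl13, Cyp2j9, Cc2d2a, Fars2, Mrpl57, Abhd11, Ift27, Msantd3, Epm2aip1, Lss, Paqr8 and Hgf. Among them, Klhl13, an adaptor of a ubiquitin ligase, changed by 1.06 (SE 0.23) with stroke and 1.56 (SE 0.40) without. Fars2, the mitochondrial phenylalanyl-tRNA synthetase, changed by 1.14 (SE 0.32) with stroke and was at least 6.25-fold higher without, being detected on 1 of 2 Control arrays with a mean under background.

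As a list, the 54 cytosolic ribosomal protein genes had a median log2 fold change of -0.91 with stroke (adjusted p = 1.09e-21; adjusted p = 0.0593 with an estimated correlation). Of them 23 fell, none rose and 31 did not pass (39 lower when adjusted over the list alone). Rps12 had a log2 fold change of -1.302 (SE 0.23, adjusted p = 0.00627), Rps27 of -1.46 (adjusted p = 0.00887), Rpl39 of -1.22 (adjusted p = 0.0129) and Rpl10 of -1.6 (adjusted p = 0.0161). Microglia and macrophage markers were lower in both comparisons. With their mean level as a covariate, chosen after the data were seen, the ribosomal median with stroke was -0.30 (adjusted p = 0.000787) and 8 genes were shared in place of 88. The shared count was 207 without Control Stroke B4 and 37 without CREB replicate 1, and it was 38 with cohort A and 49 with cohort B in place of both cohorts.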

To identify specific molecular targets of CREB induction during the period of behavioral recovery after stroke, we analyzed the significantly regulated genes in the Stroke CREB transcriptome for co-regulated molecular pathways with known protein–protein interactions (Fig. 7e). CREB induction in stroke differentially regulates a distributed network of genes with roles in neuronal plasticity or recovery after stroke, including induction of the obligatory NMDA receptor subunit 1^35^ FGF, GDNF, and GH and their receptors^36^; the transcription factor Sox2^37^; Protocadherin 1^38^ and the calcium-binding proteins, calneuron 1^39^, and calcium-dependent secretion activator 2^40^. 

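In CREB Stroke, the transcription factor Sox2, on its main probe, and the FGF receptor Fgfr3 were higher than in Control Stroke. The other genes named for plasticity and recovery did not pass over all genes. Sox2 (ILMN_1248711) had a log2 level of 5.86 ± 1.02 (SD, n = 6) in Control Stroke and 8.03 ± 0.50 (SD, n = 6) in CREB Stroke, a log2 fold change of 2.17 (SE 0.57, adjusted p = 0.035). A weaker Sox2 probe, ILMN_2656102, with a mean level of 4.73 near background, had 0.31 (SE 0.23, adjusted p = 0.534 in limma). Fgfr3 is also in the list of astrocyte markers, which rose on the same arrays. Fgfr3 (ILMN_2590766) was detected on 1 of 6 Control Stroke arrays and on 5 of 6 CREB Stroke arrays (adjusted p = 0.0328). Its mean level of 4.52 in Control Stroke lies under the lowest level above background of each of those arrays, and it was at least 2.34-fold higher in CREB Stroke. Fgf1, a ligand of the FGF receptors, stood at 1.67 (SE 0.48, adjusted p = 0.052), Ghr, the growth hormone receptor, at 1.25 (SE 0.43, adjusted p = 0.11), and Fgfr1 at 0.95 (SE 0.38, adjusted p = 0.182). Cadps2, the calcium-dependent activator of secretion, stood at 1.33 (SE 0.56, adjusted p = 0.219) and the calcium-binding protein Caln1 at 0.81 (SE 0.40, adjusted p = 0.302). Grina, the glutamate-binding protein drawn in Fig. 7e, stood at 0.53 (SE 0.17, adjusted p = 0.0844). Pcdh1 stood at 0.40 (SE 0.38). Gh was detected on no stroke array, Ret on no Control Stroke array, Pcdh20 and Gfra1 on 1 of 6 Control Stroke arrays each, with means under background, and Gdnf on too few arrays to be kept, so no fold is given for them, and the obligatory NMDA receptor subunit was not analysed here. Of 14 genes named in the text and measured, 2 rose, none fell and 12 did not pass (5 higher when adjusted over the list alone). These genes had a median of 0.67 (camera, adjusted p = 0.000534; adjusted p = 0.0462 with an estimated correlation). These genes were chosen by the study on the same arrays, so their direction is not independent evidence.

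**Figure D2:**
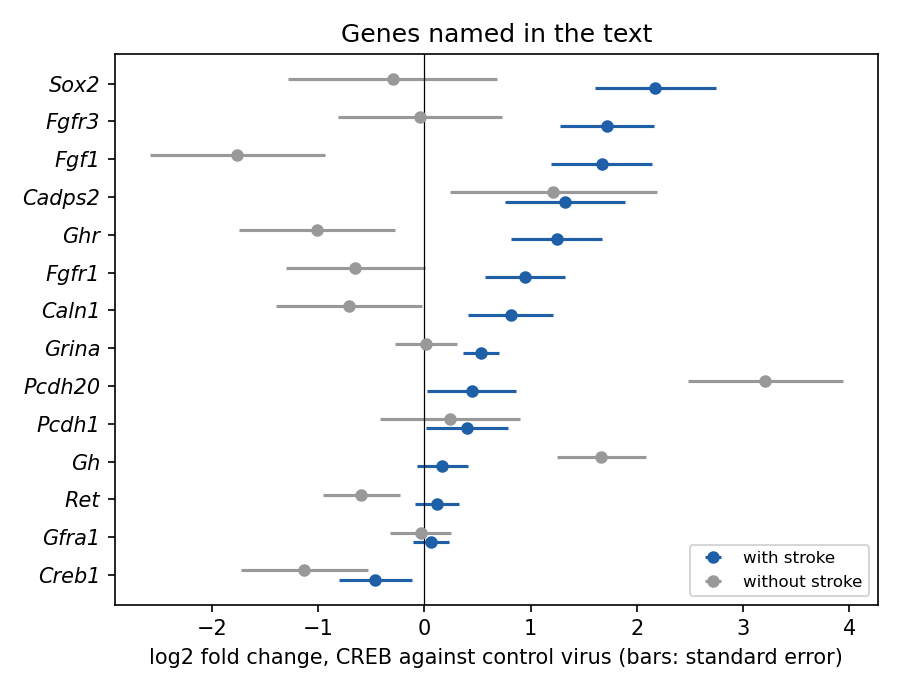
Log2 fold changes of the genes named in the text between lenti-CREB and the control virus, with stroke (blue) and without stroke (grey), the bars giving the standard error. Each gene is read from its probe with the highest mean level. With stroke, Sox2 is highest at 2.17 and Creb1 lowest at -0.46.

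Of 44 genes of the network in Fig. 7e, also chosen on these arrays and so not independent evidence, 8 rose, 7 fell and 29 did not pass (19 higher and 12 lower when adjusted over the list alone). Apln, the peptide apelin, rose at 2.59 (adjusted p = 0.017), Sdc2, a heparan sulfate proteoglycan, at 2.49 (adjusted p = 0.00475), and Ddit4l, an inhibitor of mTOR signaling, at 1.65 (adjusted p = 0.0494). Mknk2, a kinase of the translation factor eIF4E, fell by 1.27 (adjusted p = 0.0039) and Ctsd, a lysosomal protease, by 1.72 (adjusted p = 0.0187). Egr2, an immediate early gene, fell by 2.04 (adjusted p = 0.0239), and Fkbp5, a glucocorticoid-induced chaperone, by 1.95 (adjusted p = 0.0434). Their median was 0.52 (adjusted p = 0.0369; adjusted p = 0.114 with an estimated correlation). Astrocyte and microglia markers are part of the network, such as Gja1, Fgfr3 and Runx1. With the mean level of the microglia and macrophage markers as a covariate, chosen after the data were seen, the median was 0.30 for the genes of the text (adjusted p = 0.00661) and 0.29 for the network (adjusted p = 0.00897).

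Among 25 ligands and receptors of the FGF, GDNF and growth hormone families, set by family and not by the study, 1 rose, Fgfr3, and 1 fell. The latter is Igf1, the growth factor that growth hormone induces and that microglia also secrete, at -3.18 (SE 0.64, adjusted p = 0.0102) (2 higher and 1 lower when adjusted over the list alone). Their median was 0.24 (adjusted p = 0.0414; adjusted p = 0.15 with an estimated correlation) and 0.08 with the covariate (adjusted p = 0.185).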

As CREB is a universally expressed transcription factor, these genes that are selectively regulated in cortical neurons in Stroke + CREB identify molecular targets for a more specific pharmacology to promote stroke recovery, in addition to an approach of targeting isoforms of CREB-modulating enzymes that are uniquely expressed in stroke-affected brain regions, such as phosphodiesterase inhibitors^41^.

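No gene named in the text and no gene of the network in Fig. 7e passed the test of the difference between the CREB effect with stroke and without stroke. The growth factor Fgf1 came closest among the genes of the text, with a log2 fold change without stroke of -1.76 (SE 0.83) and a difference of 3.43 (SE 0.95, adjusted p = 0.236). Sox2 differed by 2.47 (SE 1.14, adjusted p = 0.524). The growth hormone receptor Ghr and the FGF receptor Fgfr3, each detected on 1 of 2 CREB arrays with a mean under background, had adjusted p = 0.432 and 0.574 for the difference. The glucocorticoid-induced chaperone Fkbp5, of the network, was detected on 1 of 2 Control arrays and had adjusted p = 0.227. Sdc2 and Klhl13 differed by 1.26 (SE 0.83) and -0.50 (SE 0.47). Pcdh20, a protocadherin, went the other way: without stroke it was at least 5.59-fold higher in CREB, being detected in neither Control array (adjusted p = 0.0695), with adjusted p = 0.284 for the difference between the effects. Without stroke the median of the 14 genes of the text was -0.17 (adjusted p = 0.926; 2 higher when adjusted over the list alone). That of the 44 network genes was -0.06 (adjusted p = 0.926; 3 higher and 3 lower when adjusted over the list alone). For the genes of the text, the median difference between the effects was 0.69 (camera, adjusted p = 0.0318; adjusted p = 0.16 with an estimated correlation), with 1 more positive and 2 more negative when adjusted over the list alone. It was 1.07 (adjusted p = 0.0141) without CREB replicate 1, and its call ended without Control replicate 2, at 1.00 (adjusted p = 0.159). The list was chosen by the study on these arrays and is not independent evidence. For the network genes it was 0.32 and did not pass (adjusted p = 0.201). Stroke alone, in Control Stroke against Control, moved the genes of the text by a median of -0.30 (adjusted p = 0.0333; adjusted p = 0.535 with an estimated correlation), with 2 lower when adjusted over the list alone; it was -0.61 (adjusted p = 0.0443) without Control Stroke A1 and -0.62 (adjusted p = 0.0605) without Control Stroke A2. CREB and Control have 2 arrays each, which limits the test of a difference for any single gene.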

## Discussion

The main findings of this study are: 1. Lentiviral CREB transfection in motor neurons anterior to the stroke site enhances recovery of the motor deficit. 2. This region of motor cortex is the same area in which axonal sprouting in motor and premotor circuits after stroke mediate recovery^17,18^, and in which a CREB-induced gene product, BDNF, is necessary for motor recovery^20^. 3. This CREB effect is specific to this small pool of neurons in motor cortex near the stroke site, as CREB induction in other regions of peri-infarct tissue does not alter recovery. 4. Blockade of CREB signaling inhibits normal motor performance after stroke. 5. Remarkably, inducibly and reversibly inactivating CREB-transfected motor neurons turns on and off motor recovery. 6. CREB induction accelerates the remapping of lost cortical sensory maps after stroke, with a timeline that matches that of accelerated functional recovery. 7. As a transcription factor, CREB in stroke activates a unique transcriptome of genes that play a role in neuronal excitability and developmental neuronal plasticity, establishing possible molecular mechanisms for the CREB effect in motor recovery.

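Single genes of potassium channels and of glutamate and GABA-A receptors were higher in CREB Stroke than in Control Stroke, and most members of these lists did not pass. Immediate early genes were lower. Of 41 voltage-gated potassium and sodium channels and HCN channels, 3 rose, none fell and 38 did not pass (5 higher when adjusted over the list alone). Kcnc4, a fast-repolarizing potassium channel, had a log2 level of 7.95 ± 0.88 (SD, n = 6) in Control Stroke and 9.35 ± 0.29 (SD, n = 6) in CREB Stroke, a log2 fold change of 1.40 (SE 0.33, adjusted p = 0.0219). Kcnk1, a potassium leak channel, changed by 2.19 (SE 0.60, adjusted p = 0.0427) and Kcnn2, a calcium-activated potassium channel that shapes the afterhyperpolarization, by 1.09 (SE 0.29, adjusted p = 0.0359). Kcnn2 was detected on 4 of 6 Control Stroke arrays, so its change is not an exact value. Kcnmb4, a subunit of BK channels, stood at 1.02 (SE 0.30, adjusted p = 0.0582). The median of the list was 0.49 (adjusted p = 8.78e-05; adjusted p = 0.159 with an estimated correlation).

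Among 18 glutamate receptor genes, 1 rose over all genes (3 when adjusted over the list alone): Grm3, a metabotropic receptor of neurons and astrocytes, at 2.21 (SE 0.38, adjusted p = 0.00568). Gria2, an AMPA receptor subunit, stood at 1.30 (SE 0.37, adjusted p = 0.0519) and Grin2c, an NMDA receptor subunit, at 0.48 (SE 0.18, adjusted p = 0.151). Their median was 0.46 (adjusted p = 0.00121; adjusted p = 0.15 with an estimated correlation). Of 9 GABA-A receptor subunits, 1 rose, Gabrb1 (1 when adjusted over the list alone), which was detected on 3 of 6 Control Stroke arrays with a mean under background and was at least 2.41-fold higher (adjusted p = 0.0304). That list did not pass, with a median of 0.49 (adjusted p = 0.0536). Pan-neuronal and synaptic genes rose in 2 of 27 (also 2 when adjusted over the list alone), the microtubule-associated proteins Map2 at 1.44 (SE 0.31, adjusted p = 0.0134) and Mapt at 1.81 (SE 0.48, adjusted p = 0.0392). They had a median of 0.79 (adjusted p = 3.22e-05). None of 24 excitatory neuron markers passed over all genes or over the list alone, and their median was 0.53 (adjusted p = 0.00361); Neurod1, a factor of excitatory neurons, stood at 1.64 (SE 0.69). Of 17 interneuron markers, 1 fell, Maf, a factor of both interneurons and macrophages, at -2.50 (SE 0.49, adjusted p = 0.00962) (also 1 when adjusted over the list alone), and the median was 0.51 (adjusted p = 0.0369). With an estimated correlation none of the neuronal lists passed (adjusted p = 0.254 for pan-neuronal genes, excitatory neuron markers and GABA-A subunits and 0.295 for interneuron markers).

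Microglia and macrophage markers fell, and astrocyte markers rose by a median of 1.87, on the same arrays on which these lists were higher. No fit with the astrocyte level as a covariate is given. With the mean level of the microglia and macrophage markers as a covariate, chosen after the data were seen, the medians were -0.20 for channels (adjusted p = 0.186), -0.05 for glutamate receptor genes (adjusted p = 0.531) and -0.0044 for GABA-A subunits (adjusted p = 0.529). They were -0.19 for pan-neuronal genes (adjusted p = 0.618), -0.14 for excitatory neuron markers (adjusted p = 0.94) and -0.000867 for interneuron markers (adjusted p = 0.723).

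Immediate early genes, transcribed in response to activity and stress, fell in 8 of 28, rose in none and did not pass in 20 (11 lower when adjusted over the list alone). The list had a median of -0.50 (adjusted p = 4.31e-06; adjusted p = 0.0462 with an estimated correlation) and -0.50 with the covariate (adjusted p = 0.000787). They include Ier3, an early gene of cell survival, at -1.93 (SE 0.33, adjusted p = 0.00496) and Btg2, an antiproliferative factor, at -1.54 (SE 0.31, adjusted p = 0.0103). The same list holds Zfp36, which destabilizes cytokine transcripts, at -2.70 (SE 0.58, adjusted p = 0.014). Of 29 CRE-regulated and activity-dependent genes, 1 rose, Ppargc1a, a coactivator of mitochondrial biogenesis, at 1.599 (SE 0.32, adjusted p = 0.00987), and 1 fell, Fos, at -2.39 (SE 0.57, adjusted p = 0.022) (the same counts when adjusted over the list alone). That list did not pass, with a median of 0.16 (adjusted p = 0.305); Rgs4, a regulator of G protein signaling, stood at 1.63 (SE 0.59) and Pde4b, a phosphodiesterase of cAMP, at 0.89 (SE 0.41).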

Much of the focus of CREB signaling studies in stroke has been on the initial stages of ischemic cell death^42,43^. Later in stroke, there is no detectable difference in CREB activation in the recovering brain after stroke and the control, non-stroke brain^44^. pCREB and CRE-induced gene expression are seen with a maximum in the first 2 days after stroke^45^, although CREB activation can be detected in glial cells for weeks after stroke, where it has a role in neurogenesis and gliogenesis^46,47^. The present data indicate that treatments that activate CREB after the period of cell death may provide a target for a neural repair therapy in stroke.

The present findings have two important implications in the motor circuit control of recovery after stroke. First, motor recovery after stroke can be produced by modulating CREB signaling in a small pool of motor cortical neurons near the stroke site. This finding that CREB induction in a small subset of a brain circuit will change function of that circuit is supported by the effect of CREB in memory paradigms. During fear conditioning, roughly 70% of neurons in the lateral amygdala receive sensory inputs, but only about one-quarter exhibit learning-related synaptic plasticity^48–50^. CREB manipulation in approximately 20% of lateral amygdala neurons is sufficient to influence fear conditioning. In the present study, lentiviral transduction of CREB in ~9000 neurons, roughly 16% of the total motor cortex, is sufficient to induce motor recovery after stroke. This finding is the first to identify a specific motor circuit for recovery after stroke. How does this finding relate to the neuronal network architecture for movement control and does CREB activation expand a functional motor circuit for forelimb movement? In spontaneous limb movements, motor cortex is grouped into microcircuits of neurons with highly correlated activity that span 100 µm^51^, and with the same distance (70 µm) with a trained forelimb task^52,53^. In a different circuit measure, motor cortex input comes from within the local cortical circuitry and this has been estimated at 500 µm^54^. With this microcircuitry in mind, the lentivirus approach clearly transfects CREB in a large number of movement related motor cortex microcircuits. However, a key point from the present data is that, within these microcircuits, CREB transforms their function into a dominant role, such that inhibiting them significantly diminishes motor output to the contralateral forelimb, which does not occur if these circuits are inhibited but CREB is not induced.

A second implication of the present findings in motor networks for stroke recovery is that CREB transfection appears to disproportionally commit motor cortical neurons into a network for movement control both in normal brain and with a much larger effect after stroke. This is supported by three findings. First, CREB-transfected neurons are more likely to be activated in expressing immediate early genes during movement than neurons transduced with the same virus without CREB. Second, CREB-transfected motor cortical neurons in the motor forelimb area after stroke are more likely to activate body movements outside of that forelimb area. Third, acute inactivation of CREB-transfected motor cortical neurons produces motor control deficits, whereas acute inactivation of these neurons without CREB does not. This inactivation finding is distinct between control (non-stroke) and stroke. In the control (non-stroke) brain, inactivation of CREB-induced neurons in forelimb motor cortex impairs motor control but inactivation of a similar-sized pool of motor cortical neurons without CREB transfection does not impair motor control. In stroke, inactivation of CREB-transfected motor cortical neurons not only impairs motor control, as seen in the control (non-stroke) brain, but does so in a truly substantial way with a doubling of the stroke deficits, particularly in gait. Inactivation of motor cortical neurons after stroke that have not been transfected with CREB does not produce motor deficits on top of those of the stroke itself. For comparison, inactivation of CREB-transfected neurons has a much greater effect on memory recall than inactivation of a similar number of neurons that do not have CREB transfection^9,55^. These parallels between neuronal network alteration with CREB induction in motor cortex and in memory systems in the amygdala support a general role of CREB in committing neurons into an active circuit—in the impaired motor control after stroke and in the memory trace during a learning task.

These studies in stroke support a concept of two levels of plasticity in motor cortex: CREB-induced plasticity and Stroke-induced plasticity. In the first, the transcriptional effect of CREB allows a population of neurons in a region of motor cortex to exert greater control in movement of the body part represented in that network. This cortical circuit-capturing effect of CREB even in the normal brain could be done by increasing the number of neurons in a movement-associated ensemble^56^ or by increasing the correlated firing activity in the same ensemble^57^. Inactivation of CREB-transfected neurons in the normal brain in this first level of circuit plasticity produces a deficit in normal motor control—interestingly one that is equivalent in magnitude to that produced by stroke. In the second level of plasticity, stroke itself opens up plasticity and a process of change in cortical maps^27,28^, and CREB-induced neurons build on the post-stroke plastic state to drive control of even more of the motor cortical circuit. In this post-stroke state, inactivation of CREB-transfected neurons more profoundly impairs motor control—much more than stroke alone. The mechanisms for the first level of plasticity—CREB-induced plasticity—are likely the CREB-produced changes in cellular excitability and preferential commitment of CREB neurons into a motor circuit, as in memory systems^10–12^. The mechanisms for the second level of Stroke-induced plasticity are not clear, but several excitability changes occur in this region of peri-infarct cortex. Tonic GABA signaling is increased^8,9^, which depresses pyramidal neuron excitability. This may provide for a greater delta in the excitability increase with CREB and in secondary synaptic integration of a CREB-transfected neuron. Excitatory signaling through the AMPA receptor in this region of peri-infarct cortex shows enhanced sensitivity to the induction of BDNF^20^, suggesting that a further CREB-induced increase in neuronal excitability might result in even greater downstream plasticity effects. As noted, motor cortical neurons that control a voluntary limb movement after stroke form functional clusters that are likely the basis for CREB-induced plasticity and Stroke-induced plasticity.

Expression of dominant-negative CREB in the primary visual cortex prevents ocular dominance plasticity, suggesting that CREB function may underlie the competitive interaction responsible for axonal territory assignment in the developing visual system^13,14^. CREB is necessary for the experience-dependent plasticity that underlies cortical responses to peripheral lesions in the somatosensory cortex^27^. The present data indicate that CREB also plays a role in the plastic remapping of cortical representations after stroke. Stroke damage eliminates the somatosensory body map, which then reforms after a 4-week delay in adjacent motor and ectopic somatosensory regions^29,32^. CREB induction accelerates the timeline during which injured cortex can remap somatosensory representations and the nature of this remapping: the forepaw somatosensory cortex is remapped in very close proximity to its original location (Fig. 5d). This pattern of remapping also matches the distribution of axonal projections in peri-infarct cortex (Fig. 6b, d, f). In human stroke, remapping of sensorimotor functions into sites close to their original location is associated with greater recovery^31^. Just as CREB plays a key role in regulating visual cortex allocation of eye-specific inputs, the present data indicate that after stroke CREB plays a key role in regulating somatosensory allocation of limb-specific inputs during recovery.

## Methods

### Animals

All procedures were performed under an NIH approved animal protocol and the University of California Los Angeles Chancellor’s Animal Research Committee. 2–4 month-old adult C57BL/6 (Charles River and Jackson Lab) or LBD-CREB male mice^23^ were maintained on a 12 h light/dark cycle with free access to food and water.

### Photothrombotic model of focal cortical stroke

Under isoflurane anesthesia (2–2.5% in a 70% N_2_O/30% O_2_ mixture), mice were placed in a stereotactic apparatus, the skull exposed through a midline incision, cleared of connective tissue and dried. A cold light source (KL1500 LCD, Carl Zeiss MicroImaging, Inc.) attached to a 40× objective giving a 2-mm diameter illumination was positioned 1.5 mm lateral from Bregma, and 0.2 ml of Rose Bengal solution (Sigma; 10 g l^−1^ in normal saline, i.p.) was administered. After 5 min, the brain was illuminated through the intact skull for 15 min^16–20^.

### Model of combined cortical, subcortical white matter, and striatal stroke

The above procedure for photothrombotic stroke was followed. A 10 min illumination through the skull was followed by ipsilateral carotid ligation and 2 µl injection of the vasoconstrictor N5-(1-Iminoethyl)-L-ornithine (L-NIO; 27 mg/ml in sterile physiological saline; EMD Millipore) into the striatum (A/P 0.00, M/L 3.00, D/V 2.60; at 10^o^). After completion of the L-NIO injection the needle was withdrawn. To assess the size and location of this cortical/subcortical stroke, three mice were euthanized at 2 days post-stroke and processed for TTC staining.

### Cresyl violet stain

Cresyl violet stain was performed by immersing sections in 50, 70, 95, and 100% ethanol for 1 min each followed by 45 min immersion in 50% ethanol/50% chloroform. Slides were then immersed back through the 100, 95, 70, and 50% ethanol and rinsed in distilled water before being stained in cresyl violet solution for 45 s. Slides were rinsed in distilled water and dehydrated in 95 and 100% ethanol before being placed in xylenes and coverslipped.

### Infarct size analysis

Cresyl violet-stained sections from behavior-tested animals were imaged using a confocal microscope (Nikon C2). Cortical and hemispheric areas were traced using ImageJ (NIH). Percent cortical loss was measured by dividing ipsilateral cortex area by contralateral cortex area. Data was analyzed using a paired *t*-test.

### Lentivirus injection

Lentivirus injections were performed immediately after stroke (Fig. 1a). For the gain of function studies, we transfected the peri-infarct motor cortex of WT mice (anterior to the stroke lesion) with 1.5 µl of lentivirus that overexpress CREB (CamkIIa_HA_AlstR_F2A_EGFP/CREB) or the control lentivirus (CamkIIa_HA_AlstR_ F2A_EGFP/dTomato) in two different points (M/L: −1.5 mm, A/P: 1.0 and 1.5 mm, D/V: 0.75 mm) or we transfected the lenti-CREB immediately posterior (M/L: −1.5 mm, A/P: −2.1 mm, D/V: 0.75 mm) to the stroke lesion (PTLp^22^).

For the selective loss of function study, we transfected the peri-lesion motor cortex of mice with 1.5 µl of hM4Di-CREB (CamkIIa_HA/hM4Di_T2A_EGFP/CREB) or the control lentivirus (CamkIIa_HA/hM4Di_T2A_EGFP/dTomato)^24^ in the same area of the motor cortex (anterior to the stroke lesion; M/L: −1.5 mm, A/P: 1.0 and 1.5 mm, D/V: 0.75 mm).

### Tamoxifen administration

For the loss of function studies, groups of LBD-CREB mice were administered with TAM (16 mg/kg i.p., Sigma #T5648) or vehicle (similar volume of 0.9% saline solution) 6 h before behavioral tasks^23^.

### CNO administration

For the selective loss of function study, groups of C57BL/6 mice were administered with CNO (0.3 mg/kg i.p., Biomol International) or vehicle (similar volume of 0.9% saline solution) 30 min before each behavioral task.

### Behavioral assessment

Mice (8–10 per group) were tested on the grid-walking, cylinder, and capellini tasks, 1 week before surgery to establish baseline performance levels^17,18,20,21^. For the capellini task, mice were trained for a period of 2 weeks and subsequently animals were tested on weeks 1, 3, 5, 7, and 11 after stroke (Figs. 2–3; Supplementary Figs. 5–7, 9). Behaviors were scored by observers who were blind to the treatment or experimental group. These behavioral tests rely on a degree of exploratory behavior and novelty; more frequent testing than every 3 weeks (grid and cylinder) or 2 weeks (pasta handling) produces acclimation and lack of movement.

### Immediate early gene quantification

Mice received stroke and either (CamkIIa_HA_AlstR_F2A_EGFP/CREB) or the control lentivirus (CamkIIa_HA_AlstR_ F2A_EGFP/dTomato). Four weeks later, mice were euthanized, perfused with 4% paraformaldehyde, and the brains isolated and post-fixed overnight. 50 μm sections were cut and collected at every 200 μm intervals and stained immunohistochemically for phosphoCREB (pCREB, antibody source) or Zif268. Images were collected at 20× (Nikon C2 confocal) and co-localization of green fluorescence with red fluorescence used to visualize NeuN or red fluorescence in control virus and green fluorescence used to visualize NeuN was counted. Data was analyzed using a paired *t*-test.

### Electrophysiological recording and stimulation

Mice were deeply anesthetized with isoflurane and perfused with ice-cold high sucrose solution containing the following (in mM): 280 sucrose, 2.5 KCl, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 1.3 MgCl_2_, 8 MgSO_4_, and 10 glucose. Coronal slices (300 μm) were obtained using a microslicer (Leica VT1000S; Leica Microsystems) and transferred to an incubating chamber containing ACSF (130 NaCl, 3 KCl, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 2 MgCl_2_, 2 CaCl_2_, and 10 glucose) oxygenated with 95%O_2_–5%CO_2_ (pH 7.2–7.4, 290–310 mOsm). The slices were incubated for 40 min at 32 °C and more 20 min at room temperature. Pyramidal cells were visualized with a microscope (Olympus BX51WI), which was equipped with differential interference contrast optics and fluorescence. The recordings were obtained using a MultiClamp 700B Amplifier (Molecular Devices) and pCLAMP 10.5. The patch pipette (3–4 MΩ impedance) contained a Cesium methanesulfonate-based internal solution (in mM): 130 Cs-methanesulfonate, 10 CsCl, 4 NaCl, 1 MgCl_2_, 5 MgATP, 5 EGTA, 10 HEPES, 5 GTP, 10 phosphocreatine, and 0.1 leupeptin. In cell attached mode, blue light stimulation (CooLED, 473 nm, 4 mW) was used to activate ChR2-expressing neurons. The blue light (CooLED, 473 nm, 4 mW) evoked action potentials in the recorded cells. Yellow light (CooLED, 572 nm, 20 mW) did not trigger any response in the same cells (data not shown). The whole-cell patch-clamp recordings were done in voltage clamp mode. AMPA and NMDA receptor antagonists (NBQX 10 μM, APV 50 µM, Sigma) were added to the external solution.

### In vivo optogenetic stimulation of the motor cortex

Under isoflurane anesthesia immediately after stroke suspension of two lentiviruses, Lenti-CREB (1 μl) and Lenti-ChR2 (1 μl), were injected stereotaxically in the motor cortex M1 of C57BL/6 male mice in each condition (*n* = 5 Lenti-ChR2 control, *n* = 5 stroke plus Lenti-ChR2, *n* = 4 Lenti-CREB + Lenti-ChR2, and *n* = 4 stroke plus Lenti-CREB and lenti-ChR2). The injection coordinates were 1.5 mm lateral, 1 and 1.5 mm anterior, and 0.75 mm ventral to the Bregma. An optrode (250 micron core, fiber length 0.5 mm with 10% of light pass by, UCLA Behavioral Testing Core) was positioned stereotaxically between the two injections sites (M/L: −1.5 mm, A/P: 1.25 mm, D/V: 0.5 mm). Titanium head bar was attached to the skull using a layer of dental cement. Over the next week, mice were head-fixed when awake and trained on a free-floating foam ball before optogenetic stimulation. Four weeks after stroke and lentiviruses injection, mice were videotaped and blue light-stimulated (*λ* = 473 nm) for 10 s (pulse length 5 ms, pulse frequency 20 Hz). The number of multi-joint movements (forelimb movements + mouse-wisker-trunk movements) was quantified (Fig. 4). A trunk movement is when the animal engages in a lateral or torsional movement of the axial musculature between the upper and lower extremity.

### Intrinsic optical signaling imaging

Chronic glass-covered cranial windows were implanted^16^. Briefly, mice were anesthetized with isoflurane (1.5% via nose cone) and placed in a stereotaxic frame over a warm water re-circulating blanket. Dexamethasone (0.2 mg/kg; Baxter Healthcare Corp.) and carprofen (5 mg/kg; Pfizer) were administered subcutaneously to reduce brain edema and local tissue inflammation. A 4 mm craniotomy was performed with a pneumatic dental drill. The center of the craniotomy was placed of over the left hemisphere, 3 mm lateral to the midline and 1.7 mm caudal to Bregma. A sterile 5 mm glass coverslip (Electron Microscopy Sciences) was gently laid over the dura mater and glued to the skull with cyanoacrylate-based glue. Dental acrylic was then applied throughout the skull surface. A titanium bar (0.125 × 0.375 × 0.05 inch) was embedded in the dental acrylic to secure the mouse on to the stage for imaging. Virus injection was carried out right after the opening of the skull (Fig. 5).

IOS imaging of the FP and HP sensory receptive fields was done at different intervals before and after RBPT stroke (control, 1 week, 2 weeks, 4 weeks, and 8 weeks). IOS imaging was performed through the cranial window on mice under light anesthesia with 0.5–0.75% isoflurane and a single dose of chlorprothixene (6 mg/kg, i.p., Sigma-Aldrich). The cortical surface was illuminated by green (535 nm) and red (630 nm) sets of light-emitting diodes (LEDs) mounted around a “front-to-front” tandem arrangement of objective lenses (135 mm and 50 mm focal lengths, Nikon). The green LEDs were used to visualize the superficial vasculature and the red LEDs were used for IOS imaging. The microscope was focused to ~350 µm below the cortical surface. Imaging was performed at 10 frames per second using a fast camera (Pantera 1M60, Dalsa), frame grabber (64 Xcelera-CL PX4, Dalsa) and custom routines written in MATLAB. Each session consisted on 30 trials, taken 20 s apart, of mechanical stimulation for 1.5 s (100 Hz) using a glass micropipette (blunt tip for) coupled to a piezo bender actuator (Physik Instruments). Frames 0.9 s before onset of stimulation (baseline) and 1.5 s after stimulation (response) were collected. Frames were binned three times temporally and 2 × 2 spatially. Stimulated cortical areas were identified by dividing the response signal by the averaged baseline signal (*DR/R*) for every trial and then summing all trials. Response maps were then thresholded at 50% of maximum response to get the responsive cortical areas for FP and HP. For figures, we aligned the response maps for FP and HP stimulation within and across animals for all time points (pre-stroke, +1 week, +2 weeks, +4 weeks, and +8 weeks) with the help of the corresponding photomicrographs of the superficial vasculature. To generate the final image, we merged and color-coded the responses for FP and HP (green and red, respectively) for every time point into a single RGB image in Adobe Photoshop (Adobe Systems Inc.) (Fig. 5; Supplementary Figs. 10, 11).

### Laser speckle contrast microscopy of cerebral blood flow

The cortical surface was illuminated with an expanded laser diode beam (785 nm, 80 mW, Thorlabs Inc.) coupled to a 600 µm diameter fiber optic cable (Thorlabs Inc.). Sequences of 100 images were acquired at 30 frames per second using a fast camera (Pantera 1M60, Dalsa) with 1024 × 1024 pixels yielding images of 3.25 × 3.25 mm^2^. Speckle contrast images (*K* = standard deviation/mean, 5 × 5 pixel area, 3.15 µm/pixel) for every frame were obtained and averaged over the 100 frames using a custom written ImageJ plugin (courtesy of Timothy Murphy, University of British Columbia, Vancouver, Canada). Relative cortical blood flow values were obtained as the ratio *K*_0_^2^/*K*_t_^2^ (Supplementary Fig. 12).

### BDA injection

For the stereological quantification of axonal sprouting, 12 week post-stroke animals were injected with the neuroanatomical tracer 10% biotinylated dextran amine (300 nl of BDA; 10,000 MW; Invitrogen) in the same position of lentivirus injection (M/L: −1.5 mm, A/P: 1.0 and 1.5 mm, D/V: 0.75 mm). One week later, mice were sacrificed and brains were sliced tangentially (40 μm)^16–19^. BDA was visualized in the same sections using the Standard Vectastain Elite Kit (Vector Labs) and the chromogen diaminobenzamidine.

### Quantification of axonal sprouting

Axonal sprouting was quantified as previously described^16–19^. Briefly, axonal sprouting (*n* = 4 animals per each condition: Control virus, stroke control virus, CREB, and stroke CREB) was quantified by digitally marking each BDA-positive process in the superficial layers of the cortex (layers 2/3 and 4) using a microscope system (Leica Microsystems) and analysis program (Stereoinvestigator, MBF Biosciences). BDA-positive processes were marked *x*/*y* coordinates relative to the center of the injection site by an observer blinded to the treatment conditions. This process generates an *x*,*y* plot of the location of all labeled axons in each brain section. The *x*/*y* axonal plots from each brain were registered with respect to the injection site and co-registered with functionally relevant anatomical regions, produced by the staining of the mouse somatosensory body map in cytochrome oxidase, to generate a composite projection map for each treatment condition. Custom software produces quantitative connectional maps that consist of pixels, with the number of axons in each pixel mapped in register with anatomical brain structures. Polar plots were constructed with the *x*,*y* position of each BDA-labeled element plotted in relation to the tracer injection in forelimb motor cortex as the origin. This polar mapping shows both location and direction of axonal label. Scatter plots and polar maps were analyzed for statistically significant differences in connectional profiles between treatment groups using Hotelling’s *t*^2^ test for spatial correlation^16–19^ (Fig. 6).

Axonal sprouting was analyzed in two cohorts, using the Lenti-CREB and Lenti-control viruses in stroke and control conditions and in a second independent study using the DREADD viruses (*n* = 5 animals per each condition: hM4Di/CREB plus saline, stroke hM4Di/CREB plus saline, hM4Di/CREB plus CNO, stroke hM4Di/CREB plus CNO, hM4Di virus plus CNO, and stroke hM4Di plus CNO).

### Isolation of neurons for fluorescence-activated cell sorting

Four-month-old male C57BL/6 mice were anesthetized with isoflurane, decapitated, and cortical tissue removed from underlying white matter. We used the same lentivirus from the gain of function study for lenti-CREB (CamkIIa_HA_AlstR_F2A_EGFP/CREB) and lentivirus control (CamkIIa_HA_AlstR_F2A _EGFP/tdTomato). We performed FACS isolations on two different cohorts of mice to examine cell-type-specific gene expression in mouse brain tissue. In the first study, we isolated eGFP+ cells (CREB-transfected neurons) or eGFP/tdTomato+ cells (Control virus transfected neurons) from a pool of three cortices of each treatment condition, following 4 weeks after stroke and lentivirus injection (samples: *n* = 2 for stroke control virus referred as Control Stroke A1 and A2, *n* = 2 for stroke CREB referred as CREB Stroke A1 and A2, *n* = 2 for control virus referred as Control1 and Control2, *n* = 2 for control CREB referred as CREB1 and CREB2) (Fig. 7c). In the second study, we isolated eGFP+ cells or eGFP/tdTomato+ cells from a pool of three cortices, 4 weeks after stroke and viral transfection, from stroke control virus (*n* = 4 samples; Control Stroke B1–B4) and stroke CREB (*n* = 4 samples, CREB stroke B1–B4) (Fig. 7c). Consequently, these two different cohorts of FACS-isolated neurons were used to generate double-stranded DNA for two different Mouse Ref 8 v 2.0 Gene Expression chip (Illumina) (Fig. 7c). Peri-lesion cortices area corresponding to the lentiviral injection site (1 mm^2^, anterior to the stroke site) from control or stroked-mice (CREB-transfected, stroke CREB-transfected, control virus transfected, or stroke control virus transfected; 4 weeks after lentivirus injection and stroke) were dissected using a scalpel. Cortical tissue was enzymatically digested and triturated^20^. Briefly, cortical tissue was equilibrated for 8 min and digested for 30 min at 30 °C and 190 r.p.m. in 6 ml of papain solution (12 mg per ml). Complete Hibernate buffer (Brainbits) was used to maintain neural metabolites and pH during tissue dissection and digestion. Tissue was triturated into 6 ml of suspension and loaded onto density gradient column (4 ml of 12.4% OptiPrep in Hibernate), and centrifuged for 15 min at 900×*g* at 22 °C. The bottom 5 ml was collected and washed twice at 400×*g* for 5 min. Three cortices were pooled for each group (stroke control virus, stroke CREB, control virus, and control CREB) for FACS analysis (Fig. 7). Samples were maintained on ice during FACS isolation. APC sort gates were set using positive and negative controls before neuron sorting. Neurons were collected via FACS (FACsARIA, Becton Dickinson, UCLA FACS Core) directly into 400 μl of lysis buffer for RNA isolation. Total RNA was extracted using RNA-Microprep kit (Zymo-Research) and eluted into 7 μl ddH_2_O. RNA quality was verified (RIN > 7) on an Agilent Bioanalyzer.

### RNA preparation and array hybridization

Total RNA from FACS-isolated cells from each group was pre-amplified and converted into double-stranded DNA using Ovation PicoSL WTA System v2 (Nugen Technology) and biotinylated using Encore BiotinIL Module (Nugen Technology) prior hybridization (UCLA Neuroscience Genomic Core, UNGC) on Mouse Ref 8 v 2.0 Gene Expression chip (Illumina) according with Nugen Technology protocol.

### Microarray analysis

Raw data were analyzed using the EdgeR Bioconductor package54, and differentially expressed genes were classified according to gene ontology based on a *P* value, *P* < 0.005. Differentially expressed genes were analyzed by molecular pathway analysis and canonical signaling systems using Ingenuity Pathway Analysis software (IPA, Ingenuity Systems) (Fig. 7). We performed two separate FACS isolations and microarray analysis from different cohorts of mice. In the first study, we pooled three cortices for each condition following 4 weeks after stroke (*n* = 2 for stroke control virus, *n* = 2 for stroke CREB, *n* = 2 for control virus, and *n* = 2 for control CREB) (Fig. 7). In the second study, we pooled three brains for each condition (*n* = 4 for stroke control virus and *n* = 4 for stroke CREB). 

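The CREB effect after stroke on the microglia and macrophage markers, as a list, was larger in cohort A than in cohort B, a call that ended with an estimated correlation (adjusted p = 0.719 with an estimated correlation). Of single genes, 27 differed between the cohorts, 13 more positive and 14 more negative in cohort B. None did in limma with the authors' normalized values, the series table, the stricter filter or the replicate number as a block (742 to 1393 genes at an unadjusted p under 0.05), and 1, more negative, did with median scaling. Usp10, a deubiquitinase of stress granules, changed by -3.84 in cohort A and 0.68 in cohort B, a difference of 4.52 (SE 0.65, adjusted p = 0.0265). Usb1, a processing enzyme of the U6 small nuclear RNA, differed by 3.92 (SE 0.59, adjusted p = 0.0289). On the other side, Mark3, a kinase of microtubule-associated proteins, changed by 4.87 and -0.03, a difference of -4.90 (SE 0.79, adjusted p = 0.0327). Bcas1, a protein of early myelinating oligodendrocytes, differed by -4.82 (SE 0.75, adjusted p = 0.0289) and Erc2, a scaffold of the presynaptic active zone, by -4.33 (SE 0.74, adjusted p = 0.04). The microglia and macrophage markers differed by a median of 2.30 (camera, adjusted p = 6.58e-09). Their median log2 fold change was -4.43 in cohort A alone and -1.79 in cohort B alone, and 2 of 37 were more positive in cohort B when adjusted over the list alone. Astrocyte markers did not pass the test of a difference between the cohorts, at 0.11 (adjusted p = 0.332; 0.65, adjusted p = 0.00223, without CREB Stroke A1), with 1.50 in cohort A and 1.98 in cohort B. Pan-neuronal and synaptic genes differed by -1.25 (adjusted p = 0.000117), endothelial markers by -1.07 (adjusted p = 0.0155) and oligodendrocyte markers by -0.79 (adjusted p = 0.0291). More positive in cohort B were lysosomal genes at 1.04 (adjusted p = 5.81e-05), ribosomal protein genes at 0.56 (adjusted p = 0.0142), mitochondrial respiratory chain genes at 0.51 (adjusted p = 0.00134) and chaperone genes at 0.46 (adjusted p = 0.0199). Excitatory neuron markers at -0.21 (adjusted p = 0.355) and interneuron markers at 0.06 (adjusted p = 0.705) did not pass. Without Control Stroke B4, an array that stands apart in several of these lists, the microglia and lysosomal medians were 1.47 (adjusted p = 6.44e-08) and 0.62 (adjusted p = 0.000947). The endothelial, oligodendrocyte and ribosomal medians were -0.47, -0.46 and 0.33 without it and did not pass (adjusted p = 0.201 for each). Without Control Stroke A1 the pan-neuronal and chaperone calls ended, at -0.81 (adjusted p = 0.133) and 0.26 (adjusted p = 0.234), so that the microglia, lysosomal and mitochondrial lists alone passed with each array left out. Without CREB Stroke A1 and A2, the endothelial median was -1.77 and -0.26. With an estimated correlation none of these lists passed (adjusted p = 0.719 for each). Ndufa6, a subunit of respiratory complex I, was the single list member that passed over all genes, at 3.23 (SE 0.55, adjusted p = 0.04). Cohort A has 2 arrays in each stroke group, and leaving out CREB Stroke A2 gave 617 genes, Control Stroke A1 293, and CREB Stroke B2 1 gene.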

No differences were observed between the two studies.

### Histology

One week after stroke and/or lentiviral injection, mice were killed by transcardial perfusion with 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4, wt/vol). Brains were postfixed in 4% paraformaldehyde overnight, cryoprotected in 20% sucrose, frozen, and sliced coronally (40 μm). A series of sections 200 μm apart was incubated with NeuN (to label neurons, 1:100, Millipore, #MAB377), GAD67 (to label inhibitory neurons, 1:800, Millipore, #C265), GFAP (to label astrocytes, 1:1000, ThermoFisher Scientific, #13–0300), and Glucose Transporter-1 (Glut-1, to label blood vessels, 1:1000, Millipore, #400060) (Fig. 1; Supplementary Figs. 2–4). Free-floating sections were rinsed, blocked in 3% normal donkey serum and 0.3% Triton for 1 h, incubated in primary antibody in 3% normal donkey serum and 0.1% Triton overnight at 4 °C, rinsed, incubated in secondary antibody [Dylight 488F(ab)2 or Dylight 597F(ab)2 anti-rabbit, anti-rat, or anti-mouse; Jackson Immunoresearch] in 0.1% Triton for 1 h, rinsed, mounted, and cover-slipped. Imaging was performed using a Nikon C2 confocal laser scanning microscope. The images were taken using a 20× and 60× objectives. The total number of CREB/eGFP-positive cells in the peri lesions motor cortex was counted across at least six sections from comparable antero-posterior levels from each mouse. The percentage of CREB/eGFP-positive cells was calculated as the percentage of CREB/eGFP-positive cell per total NeuN-labeled cells in the motor cortex.

For the immediate early gene study (Fig. 3), 4 weeks after lentiviral injection brains were sliced coronally (40 μm) and incubated with Zif268 (Zinc finger protein 225 or erg-1; 1:750, Cell Signaling, #4153S) or p-CREB (phospho-CREB, 1:800, Cell Signaling, #9198).

Automatic counting in multiple fluorescent images was performed using ImageJ software, version 1.4 (National Institutes of Health). Statistical analysis was performed using paired two-tailed Student *t* tests.

### Statistical analysis

Mice were randomly allocated to treatment condition using a randomized block experimental design (restricted randomization) and all results were analyzed with the investigator blinded to treatment condition. No animals were excluded from analyses. Differences between two means were assessed by unpaired two-tailed Student’s *t* test. Data from behavioral experiments were analyzed by two-way repeated-measures ANOVA followed by Bonferroni’s post hoc test. Data from the optogenetic study were analyzed by multiple comparisons 1 ANOVA followed by Kruskal–Wallis’s test. All statistical analyses were performed with GraphPad Prism version 6 (GraphPad Software). The level of statistical significance was set at *P* *<* 0.05. All data are expressed as mean ± SEM. Sample size in tissue outcome and behavioral studies was assessed by power analysis using a significance level of *α* = 0.05 with 80% power to detect differences in ANOVA.

Animal number in in vivo quantitative cortical mapping studies utilizes spatial correlation statistics, so sample size was estimated from previous publications with similar mechanistic studies^16–20^. Scatter plots were analyzed using Hotelling’s *t*^2^ test for spatial correlation^16–20^.

### Data availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

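Cells carrying lenti-CREB or the control virus, both under the CamkIIa promoter, were sorted from motor cortex with and without stroke. Their RNA was read on Mouse Ref 8 v2.0 Gene Expression chips (Illumina). The 16 arrays of the paper are 2 of Control, 2 of CREB, 2 of Control Stroke and 2 of CREB Stroke in cohort A, and 4 of Control Stroke and 4 of CREB Stroke in cohort B. Another 8 arrays, which the paper does not report on, hold neurons with hM4Di and CREB, 2 each with saline or CNO and with or without stroke. According to the methods, tissue was digested with papain and passed over a density gradient, cells positive for eGFP (CREB) or for eGFP and tdTomato (control virus) were sorted into lysis buffer, and RNA was extracted, amplified and biotinylated with the Ovation PicoSL and Encore BiotinIL kits. The methods state a pool of 3 cortices for each group; whether the arrays of a group come from separate pools is not stated. The sample records name other kits for the extraction and the labeling of RNA than the methods do.

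The authors give 3 kinds of values. The first, as deposited by the authors, holds the signal intensities of all 24 arrays, on a linear scale, neither normalized nor corrected for background (lowest signal 85.11). Beside them the authors deposited a detection p value for every probe on every array, which sets its signal against the negative controls of that array. The second holds log2 values that were normalized over the 24 arrays and from which the difference between the batches was removed; the SD over probes of the difference between the means of cohorts A and B is 0.0294 there, against 0.269 for the log2 raw signals. The third, the table of values in the series record, is equal to the second in every value. The methods name the EdgeR package for the raw data and a threshold of p under 0.005, and do not state how the arrays were normalized.

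Values were computed from the raw signals in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. The 16 arrays were background-corrected from the detection p values and quantile normalized on the log2 scale with the neqc function, with an offset of 16. Of 25697 probes, those with a detection p under 0.05 on at least 2 arrays were kept: 18452 probes, of which 1177 carry no gene name. A gene is read from the kept probe with the highest mean level over the arrays, which gives 12255 of the 16593 genes on the chip. Of 224 genes followed by name, 62 have several kept probes, and none has probes that passed in opposite directions. The number of probes detected on an array was 8188 to 10618 in cohort A, 12989 to 14479 in cohort B and 4648 to 12268 on the hM4Di arrays.

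Each probe was fitted with a mean for each of the 4 groups and a term for the cohort, with moderated t-tests and empirical Bayes (eBayes), and p values were adjusted by the Benjamini–Hochberg method over all probes kept; a gene passed at an adjusted p under 0.05. The comparisons were CREB Stroke with Control Stroke, CREB with Control, the difference between those effects, Control Stroke with Control, CREB Stroke with CREB, and the CREB effect after stroke in cohort B minus that in cohort A. The last comparison and the changes per cohort of single genes used a mean for each group in each cohort. Every adjusted p of a single gene comes from limma. The paper's thresholds, an unadjusted p under 0.005 and a log2 fold change of at least 0.2, were applied for the counts set beside the paper's and for the genes shared between the CREB comparisons, whose number was tested with a one-sided Fisher's exact test. For probes not detected on any array of a group, folds are given as lower bounds against the lowest level above background on that group's arrays. The same bound is given for a named gene detected on some arrays of a group whose mean level there lies under the lowest level above background of each of those arrays, a rule added after the data were seen. Other genes detected on only some arrays of a group are given as log2 fold changes. These rest in part on signals under background and are not exact.

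Gene lists were tested with camera, with its preset correlation of 0.01 between genes, and p values were adjusted over the 26 lists of a comparison; the adjusted p with an estimated correlation comes from the same test with the correlation estimated from the residuals. The lists are markers of excitatory neurons, interneurons, astrocytes, microglia and macrophages, oligodendrocytes, oligodendrocyte precursors, and endothelial and mural cells; pan-neuronal and synaptic genes; immediate early genes; CRE-regulated and activity-dependent genes; glutamate receptor genes; GABA-A receptor subunits; voltage-gated and HCN channels; regeneration-associated genes; axon guidance genes; ligands and receptors of the FGF, GDNF and GH families; developmental transcription factors; protocadherins, calneurons and secretion activators; proteasome subunits; lysosomal, heat shock and chaperone, interferon-response, mitochondrial respiratory chain and cytosolic ribosomal protein genes; the genes of the network in Fig. 7e; and the genes named in the text. The samples, groups, comparisons, tests, lists and alternatives, and the rule for the genes to name, were set before the data were examined, with the exceptions given below. By that rule the named genes are the 10 with the largest rise and the 10 with the largest fall among those that passed in a comparison (for CREB Stroke with Control Stroke, in the same direction in both cohorts), every gene of the network and of the text, and up to 4 members of each other list with the smallest p; the values drawn in Fig. 7e had been seen. The genes shared between the CREB comparisons are named by family, chosen after their values were seen.

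Clustering used the 100 genes with the smallest p between CREB Stroke and Control Stroke, after removal of the cohort difference with removeBatchEffect, with complete linkage on Euclidean distances between levels scaled to Z scores. Principal components and correlations between the 16 arrays used all genes kept, also after removal of the cohort difference. On simulated data with the spread of these arrays, 200 of the 18452 probes were changed by a known amount and the same test was run. Noise was drawn independently for each probe, so correlation between genes was not simulated. Among the probes found at a log2 value of 2, 7.38% were false with stroke and 8.70% without stroke. At a log2 value of 1, 10% were false with stroke, and no probe was found without stroke.

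The alternatives were no background correction, median scaling without quantile normalization, all 24 arrays normalized together, the authors' normalized values without a cohort term, the table of the series record with that term, no filter, a stricter filter (detection p under 0.01 on at least 8 of the 16 arrays), no cohort term, the cohort as a random block, the replicate number as a block, eBayes with trend and robust, all probes counted, only the arrays of the groups compared, each cohort alone, the t-test of the methods, other thresholds for shared genes, other genes and linkage for the clustering, and each array left out in turn. Added after the data were seen were the mean level of the microglia and macrophage markers as a covariate, the leaving out of each array for named genes and for the lists of all comparisons, and the alternatives for lists other than astrocytes and microglia. Every p of a list with the covariate rests on the preset correlation of camera, and none with an estimated correlation is given. Between the stroke groups the covariate largely follows the virus, which limits what that fit can separate.

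The 8 hM4Di arrays were normalized by themselves, and 12168 probes were tested with terms for CNO and stroke. Their signals do not correlate with those of the other arrays probe by probe (r from -0.00427 to 0.0111), so counts of probes are given for them and no gene is named, which departs from the comparisons as set. Other orders of their probes were tried, and none aligned them. The methods give 2 different chips for the 2 cohorts, so the chip of the 16 arrays is the cohort, which the cohort term holds; the chip of the hM4Di arrays is not given. The obligatory NMDA receptor subunit and several members of the lists have no probe under their name and were not analysed here.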

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

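The tests of fewer microglia alone, of a wrong label and of fewer microglia for Control Stroke B4, and of other groupings of the arrays for the astrocyte and microglia markers were chosen only after the results were seen, as were the covariate and the leaving out of each array for the lists of the last paragraph.

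Between CREB Stroke and Control Stroke, a signal appeared in markers of other cell types, of which the paper names few: astrocyte markers had a median log2 fold change of 1.87 and microglia and macrophage markers of -2.66. Among the most abundant astrocyte genes, the log2 level in Control Stroke and in CREB Stroke was 11.26 and 12.60 for Mfge8 and 10.05 and 11.52 for Slc1a3, and among the most abundant microglia and macrophage genes it was 12.31 and 10.36 for Laptm5 and 12.03 and 10.30 for Rgs10 (n = 6 in each group). Of 38 astrocyte markers, 3 are also in another list and 4 are in Fig. 7e, and 21, 13 and 28 were detected on every array of Control, Control Stroke and CREB Stroke. Of 37 microglia and macrophage markers, 1 is in another list and 1 is in Fig. 7e, and 34, 31 and 12 were detected on every array of those groups. The CamkIIa promoter, the sorting of fluorescent cells and the scatter gates are each meant to leave out such cells, and the paper reports no co-localization of lenti-CREB with GFAP, a marker of astrocytes (Fig. 1f). By the methods, CREB cells were sorted for eGFP and control virus cells for eGFP and tdTomato. The sort thus differs with the virus in every CREB comparison, and the design cannot tell these apart.

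Few other groupings of the 12 stroke arrays within cohorts gave results as large. Of 100 groupings, the real one counted among them (210 are possible), 2 gave 860 genes or more (the other one 1056). Only 1, the real one itself, gave an astrocyte median of 1.87 or more (highest other 1.45). A microglia median of 2.66 or more in size came from 3 (highest other 3.00). The grouping with 1056 genes sets Control Stroke B4 with CREB Stroke and CREB Stroke B3 with Control Stroke. Regrouping treats the arrays as independent. Whether those of a group come from separate pools is not stated, so a difference between pools or sorts cannot be excluded in this way. Fewer microglia alone, as the whole cause, would raise the markers of other cell types alike. Against it, the astrocyte level rose by 1.31 (SE 0.46) more than the excitatory neuron level. Its excess was 0.63 (SE 0.29) over the oligodendrocyte level, 0.70 (SE 0.28) over the precursor level and 1.07 (SE 0.55) over the pan-neuronal level, the last under 2 SE. Over the endothelial level it was 1.15 (SE 0.48). That level was near background on Control Stroke A1 and A2 (5.44 and 5.65, against a lowest level above background of 5.44 and 5.62), which weakens the comparison. Fewer microglia alone is thus argued against by the excitatory neuron markers and not excluded by every list. The comparison was worded after the medians were known. A candidate explanation that stays open is a difference in the cells sorted, with more astrocytes for CREB and more microglia or macrophages for the control virus: outside Fig. 7e the medians were 1.94 for 34 astrocyte markers and -2.67 for 36 microglia and macrophage markers. With the microglia level as a covariate no gene passed in limma (583 at an unadjusted p under 0.05): over the 860 genes the median size of the change fell from 1.81 to 0.62 and the median standard error rose from 0.40 to 0.56, while 758 kept their direction and the astrocyte median was 1.92. A change of these transcripts within neurons, or in glia next to neurons with CREB, stays open as a biological explanation and was not tested.

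Of 54 groups of arrays examined, the 26 gene lists and Creb1 in each of the stroke groups, 12 held an array far from the others, each time Control Stroke B4; chance flags about 1 in 20 groups, and the 12 come from the same array and are not independent. With the cohort difference removed, its mean log2 level against that of the nearest other Control Stroke array was 7.02 against 9.79 for microglia and macrophage markers, 7.58 against 9.12 for lysosomal genes and 8.82 against 9.56 for ribosomal protein genes. It was 7.80 against 5.69 for endothelial, 7.71 against 6.69 for oligodendrocyte, 7.04 against 6.02 for oligodendrocyte precursor and 7.06 against 6.63 for excitatory neuron markers, 6.43 against 5.64 for channels, 6.26 against 5.60 for glutamate receptor genes, 6.11 against 5.73 for axon guidance genes, 5.99 against 5.64 for developmental transcription factors and 6.58 against 5.65 for protocadherins, calneurons and secretion activators.

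On a CREB Stroke array under a wrong label the values are divided. The astrocyte level of Control Stroke B4 goes against it, lying 1.07 below the lowest of the CREB Stroke B arrays, whose SD is 0.60. Across genes, however, and with the cohort difference removed, Control Stroke B4 correlated with CREB Stroke B1 to B4 at r = 0.895, 0.891, 0.848 and 0.910. With Control Stroke B1 to B3 it correlated at 0.797, 0.782 and 0.808. Its microglia level, 7.27, also lies within 7.17 to 7.96 of the CREB Stroke B arrays, so a wrong label stays undecided. A pool with fewer microglia and macrophages than the other Control Stroke pools stays open as a candidate explanation. The level of their markers was 2.77 below the lowest of Control Stroke B1 to B3, whose SD is 0.085. This low level is among those that set the array apart, so it is no separate test. The higher endothelial level of this array is not explained by that value. No biological explanation was tested, since the design gives no difference between Control Stroke B4 and the other pools.

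The CREB effect with stroke differed from that without stroke by a test of the difference in 11 genes and in the medians of astrocyte (1.53), microglia and macrophage (-0.86), oligodendrocyte (1.33) and oligodendrocyte precursor markers (0.72), immediate early genes (-0.96), developmental transcription factors (0.47) and the genes named in the text (0.69). The CREB effect after stroke differed between cohort B and cohort A in 27 genes and in the medians of pan-neuronal and synaptic genes (-1.25), microglia and macrophage (2.30), oligodendrocyte (-0.79) and endothelial markers (-1.07), and lysosomal (1.04), heat shock and chaperone (0.46), mitochondrial respiratory chain (0.51) and ribosomal protein genes (0.56). With an estimated correlation none of these lists passed: for the effects with and without stroke adjusted p = 0.16, 0.915, 0.417, 0.562, 0.16, 0.433 and 0.16 in the order given, and between the cohorts adjusted p = 0.719 for each. With each array left out in turn, the astrocyte, oligodendrocyte and immediate early gene lists between the effects and the microglia, lysosomal and mitochondrial lists between the cohorts passed every time and the others did not; without Control Stroke B4 the microglia median was -1.298 between the effects and 1.47 between the cohorts, and the lysosomal one 0.62. No explanation was tested for either set.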

How the results depend on the processing

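The microglia level as a covariate, each array left out for named genes and for lists of the other comparisons, and the alternatives for lists other than the astrocyte and microglia lists were chosen only after the results were seen. For results changed by an alternative the cause was not tested, except where fewer arrays or fewer genes enter by construction.

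The count of genes between CREB Stroke and Control Stroke, 860, stayed within 1.5 times under 13 alternatives (604 to 1187), the astrocyte median within 1.18 to 1.99 under 17 and the microglia median within -4.43 to -1.79 under 16, and the shared genes, 88, within 69 to 88 under 11. Counts without stroke and for stroke itself held under fewer: 5 alternatives for CREB with Control (45 to 87), 5 for the difference between the effects (9 to 15), 4 for Control Stroke with Control (42 to 61), 7 for CREB Stroke with CREB (28 to 63) and 4 for the difference between the cohorts (22 to 40). Of the other results over all alternatives, 5049 values kept their direction and their side of the threshold, 1033 kept the direction and no longer passed, 111 passed where they had not, and 19 reversed. List medians of the other 5 comparisons are not counted there.

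For the 5 counts of CREB with Control, the difference between the effects, Control Stroke with Control, CREB Stroke with CREB, and the difference between the cohorts, in that order, the authors' normalized values, fitted without a cohort term, gave 0 each in limma (922, 805, 682, 556 and 742 genes at an unadjusted p under 0.05) and the table of the series record, the same values fitted with that term, 0 each (851, 724, 1003, 838 and 742); shared genes numbered 52 and 40 and the arrays placed with their virus 11 under both. Stricter filter: 2, 0, 28, 5 and 0 (708 and 940 at an unadjusted p under 0.05 for the counts of 0), with fewer genes tested. Median scaling: 143 for CREB with Control, 465 for Control Stroke with Control, 600 for CREB Stroke with CREB and 1 between the cohorts. No cohort term: 13, 0 (981 at an unadjusted p under 0.05) and 25 for the first 3. Cohort as a random block: 7 for the difference between the effects and 22 for Control Stroke with Control. Replicate number as a block: 0, 0, 2, 0 and 0 (1451, 1047, 1507 and 1393 at an unadjusted p under 0.05 for the counts of 0). Trend and robust: 41 for CREB with Control and 17 between the cohorts. No filter: 23 for the difference between the effects, 68 for Control Stroke with Control, 63 between the cohorts and 1 for CNO on the hM4Di arrays. Only the arrays compared: 0 for CREB with Control and 0 for CREB Stroke with CREB (917 and 1938 at an unadjusted p under 0.05), 81 for Control Stroke with Control and 43 shared genes.

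For CREB Stroke with Control Stroke, cohort A alone gave 201 genes with 38 shared, cohort B alone 346 with 49 shared, both with fewer arrays, and the t-test of the methods 187. With an adjusted p under 0.05 asked for in both comparisons, 13 genes were shared. With the covariate, CREB with Control gave 15, CREB Stroke with Control Stroke 0 (583 at an unadjusted p under 0.05), shared genes 8, and the microglia median was -0.045 and did not pass, its own level being held fixed. The clustering placed 11 of 12 stroke arrays with their virus on the 1000 genes with the highest variance and without removal of the cohort difference. On all genes (11) the first branching sets CREB Stroke A1 apart from 15 arrays, and on the 100 genes of the difference between the effects (12) Control 1 and 2 apart from 14, so that both viruses share a branch and these 2 counts show no grouping by virus.

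With each array left out in turn, the lowest and highest counts were 428 and 1439 for CREB Stroke with Control Stroke, 13 and 255 for CREB with Control, 0 and 156 for the difference between the effects, 23 and 360 for Control Stroke with Control, 12 and 277 for CREB Stroke with CREB, 1 and 617 between the cohorts, 37 and 207 for shared genes, and 0 and 0 on the hM4Di arrays; the astrocyte median ranged from 1.75 to 2.06 and the microglia median from -3.19 to -2.40. Where a group is left with 1 array, it is assumed to vary like the other groups. Counts beyond 1.5 times were, for CREB Stroke with Control Stroke, 560 without CREB Stroke A1 and 449, 428, 478 and 1439 without Control Stroke B1 to B4. For CREB with Control they were 169 without CREB 2, 255 without Control 1, 100 without CREB Stroke A2, 99 without Control Stroke A2, 15, 14, 37 and 16 without CREB Stroke B1 to B4, and 13, 13, 16 and 164 without Control Stroke B1 to B4. For the difference between the effects they were 19 and 69 without CREB 1 and 2, 156 and 29 without Control 1 and 2, 0, 0, 0 and 2 without CREB Stroke B1 to B4, and 2, 0 and 1 without Control Stroke B1 to B3 (1025 to 1120 genes at an unadjusted p under 0.05 in limma for the counts of 0). For Control Stroke with Control they were 360 and 77 without Control 1 and 2, 84, 218 and 23 without CREB Stroke A1, A2 and B4, 27, 27, 27 and 116 without Control Stroke B1 to B4. For CREB Stroke with CREB they were 145 without CREB 2, 12, 277, 24, 21 and 14 without CREB Stroke A1, A2, B2, B3 and B4, and 75, 20, 22 and 23 without Control Stroke A2, B1, B2 and B3. Between the cohorts they were 16 without CREB 2, 44 and 47 without Control 1 and 2, 54, 617, 2, 1, 3 and 12 without CREB Stroke A1, A2 and B1 to B4, and 293, 114, 10, 6, 13 and 12 without Control Stroke A1, A2 and B1 to B4. Shared genes were 37 without CREB 1, 50 without Control 1 and 207 without Control Stroke B4.

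Reversed values were the mitochondrial median at -0.11 with median scaling and -0.0932 in cohort A alone. Zc4h2 without stroke reversed to -0.22 with the authors' values and the series table, -0.67 without CREB 2 and -0.27 without Control Stroke B2 (range over arrays left out -0.67 to 3.12). Sprn in the difference between the effects reversed to -0.24 with the authors' values and the series table and -0.69 without Control 2 (range -0.69 to 2.29). Bcl2l11 in Control Stroke with Control reversed to -0.78 without Control 2 (range -0.78 to 2.00). Zc4h2 was detected on 0 of 2 Control arrays, and Sprn on 0 of 2 CREB and 0 of 6 Control Stroke arrays. Their values are therefore not exact, and their signs rest in part on signals under background. Of lists that passed in either fit, with the covariate the medians of excitatory neuron (-0.14), pan-neuronal (-0.19), interneuron (-0.000867) and endothelial markers (-1.09), glutamate receptor (-0.049), channel (-0.20), axon guidance (-0.033) and protocadherin genes (-0.40) and lysosomal genes (0.11) reversed. In the other comparisons, of lists that passed with all arrays, those reversed were, with median scaling, the ribosomal median at -0.19 (from 0.43) in Control Stroke with Control, and the ribosomal and oligodendrocyte medians at -0.17 and -0.34 (from 0.54 and 0.18) in CREB Stroke with CREB, and without Control 2 that of protocadherins, calneurons and secretion activators at 0.20 (from -0.41) in Control Stroke with Control; interferon-response genes, which passed only without Control 1 or Control 2, turned without Control 2 to -0.48 in that comparison (from 0.03) and between the effects to 0.57 (from -0.11). On the hM4Di arrays no probe passed in limma under 8 alternatives for CNO and 9 for stroke. The chip as a separate block was not run, since the methods give 2 chips for the 2 cohorts and the cohort term holds them; the chip of the hM4Di arrays is not given. Signal over background limits weak transcripts: the lowest log2 level above background was 5.12 to 5.62 in cohort A and 4.67 to 4.79 in cohort B, and all groups without stroke are in cohort A.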

Differences from the paper's values

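The alternatives counted here were set before the data were examined. For 32 genes, Fig. 7e prints a log2 fold change that could be read and a value or bound was computed here: 29 have the same direction. Of 30 measured in both groups, 19 lie within 1 standard error, and across them, which are not independent, r = 0.896. Runx1 and Cdkn2b, detected on no CREB Stroke array, are at least 1.77-fold and 1.06-fold lower, which does not differ from the paper's values, and Upp2, detected on no Control Stroke array, has no bound.

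The genes that differ in direction are Creb1, Cops7a and Usf2, and none of 10 alternatives brings any of them within the error of the paper's value on the probe with the highest signal. The paper's value is about 1.3 for Creb1, about 0.67 for Cops7a and about -1.4 for Usf2 in Fig. 7e, read by eye, and the values here are -0.46, -0.11 and 0.054. Of their other kept probes, looked at after the values were seen, those of Cops7a have 0.65 (SE 0.35) and 0.40 (SE 0.37), both within the error of the paper's value, and those of Usf2 have -1.12 (SE 0.42), within the error, and -0.76 (SE 0.45), not within it. Of 5 Creb1 probes, 2 have positive values, 0.88 (SE 0.32) and 0.42 (SE 0.48), neither within its error of the paper's, and 3 negative values. The probe at 0.88 was above background on stroke arrays of cohort B only, so 0.88 is not an exact value. In that cohort its log2 level was 5.66, 6.34, 6.60 and 7.41 in CREB Stroke and 5.33, 5.145, 4.84 and 5.37 in Control Stroke. None of these probes passed in limma.

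For genes with a larger change here, the paper's value is about -1.2 in Fig. 7e, read by eye, for Osbpl11 (-2.01 here), about -1.3 for Ctsd (-1.72 here) and about -0.74 for Apoe (-1.27 here); for these 3, no background correction (-1.11, -1.44 and -1.18) and the authors' normalized values or the series table (-1.70, -1.61 and -1.14) come within the error, and the 7 other alternatives do not. For Fkbp5, about -1.3 in Fig. 7e, read by eye, the value here is -1.95; no background correction (-0.96), median scaling (-1.81) and the authors' values or the series table (-1.68) come within the error, and 6 others do not. For Sdc2, about 1.9 in Fig. 7e, and Mknk2, about -1.0 in Fig. 7e, both read by eye, the values here are 2.49 and -1.27; median scaling (1.94 and -1.02) and the authors' values or the series table (2.17 and -1.08) come within the error, and 7 others do not. For Gad1, about 0.78 in Fig. 7e, read by eye, the value here is 1.49; no background correction (0.78), median scaling (0.96) and the authors' values or the series table (1.31) come within the error, and 6 others do not. For Cadps2, about 0.36 in Fig. 7e, read by eye, the value here is 1.33; no background correction (0.66) and median scaling (0.86) come within the error, and 8 others do not.

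At the paper's thresholds, the paper gives 205 genes between CREB and Control without stroke, 90 up-regulated and 115 down-regulated, and the counts here are 421, 226 and 195. Of 29 alternatives, the stricter filter comes within 1.5 times for all 3 (251, 123 and 128). The up-regulated count also does so without Control replicate 2 (125). The down-regulated count does so with no cohort term (170), with the replicate number as a block (156), and without CREB 1 (99), CREB 2 (164), CREB Stroke B1 (166) or Control Stroke B3 (172). The other 28, 27 and 22 alternatives do not.

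The paper lists NMDA receptor, FGF, GDNF and GH genes and their receptors, Sox2, Protocadherin 1, calneuron 1 and calcium-dependent secretion activator 2 as induced in stroke. Of the 14 genes of the text measured here, which also hold Creb1, 13 had a positive log2 fold change. The exception is Creb1, on its probe with the highest signal. The paper does not name Creb1 among the induced genes. Sox2 and Fgfr3 passed in limma, and some of the others, such as Gh, were near background. The paper calls the induced genes selectively regulated in stroke with CREB. None of them passed the test of the difference between the effects with and without stroke. In that test 12 of the 14 genes had a positive value, Creb1 among them. The paper states that the 2 studies did not differ; here 27 genes differed between the cohorts, and 0 with the authors' normalized values, the series table, the stricter filter or the replicate number as a block (742, 742, 940 and 1393 at an unadjusted p under 0.05 in limma) and 1 with median scaling, while all 860 genes that passed had the same direction in both.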

Other observations

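The tests of whether the hM4Di signals stand against the wrong probe names and of a real difference between those neurons and the others were chosen only after the results were seen.

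Lists of protein quality control and energy metabolism had small medians between CREB Stroke and Control Stroke. Proteasome subunits did not pass, with a median log2 fold change of -0.07 (adjusted p = 0.707); 2 of 36 fell, the immunoproteasome subunits Psmb8 at -1.76 (SE 0.27, adjusted p = 0.00327) and Psmb9, and the same 2 when adjusted over the list alone. Heat shock and chaperone genes did not pass, with a median of -0.28 (adjusted p = 0.0935); Cryab, a small heat shock protein that oligodendrocytes also express, rose at 1.49 (SE 0.27, adjusted p = 0.00636), and the inducible chaperone Hspa1a and the stress factor Xbp1 fell, at -1.88 (SE 0.41, adjusted p = 0.0151) and -1.096 (SE 0.30, adjusted p = 0.0402). Mitochondrial respiratory chain genes had a median of 0.26 (adjusted p = 0.0081; adjusted p = 0.295 with an estimated correlation), which turned to -0.11 with median scaling; 1 of 68, Ndufv1 of complex I, rose at 1.18 (SE 0.30, adjusted p = 0.0283), and none when adjusted over the list alone. With the microglia level as a covariate the median was 0.20 for proteasome subunits and 0.06 for heat shock and chaperone genes. It was 0.62 for mitochondrial genes (camera, adjusted p = 1.11e-17, with the preset correlation alone).

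The paper does not report on the 8 arrays of neurons with hM4Di and CREB. Of 12168 probes, none passed between CNO and saline or between stroke and no stroke in limma (710 and 570 at an unadjusted p under 0.05); at the paper's thresholds, 44 were higher and 32 lower with CNO, and 16 higher and 59 lower with stroke. All 34 groupings of the 8 arrays that could be fitted, the real one among them, gave at least its count of probes, 0, in both comparisons (highest other 1); with a real count of 0 this decides nothing. The 8 arrays correlate with one another probe by probe with r from 0.744 to 0.902. Their ribosomal protein probes, which rank high on the other 16 arrays (median percentile from 86.3 to 98.3), have a median percentile of 60.6 to 74.9. For signals listed against the wrong probe names, a percentile below 65 on every hM4Di array was the cutoff, set after the values were seen. A percentile above 80 on every such array would have argued against it. The highest value, 74.9, lies between, so this explanation stays open and the percentiles cannot tell. The r near 0 with the other arrays is what such a listing would give. It is also the pattern to be explained, so it is no separate test. A real difference between the neurons is argued against: the highest r of a hM4Di array with one of the other 16 is 0.0111, against a lowest r of 0.591 among those (SD 0.085).

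Replicate numbers were examined for a shared preparation. Within cohort A, arrays of the same number correlate with r from -0.0373 to 0.0166 after removal of the group means, and within cohort B at 0.115, -0.0594, 0.255 and 0.210 for numbers 1 to 4; 3 of 4 CREB Stroke B arrays correlate best with the Control Stroke B array of their number. In the authors' normalized values, differences between arrays of a cohort are smaller than in the log2 raw signals: over probes with a mean raw signal above 1000, their slope on the raw differences is 0.573 in cohort A, 0.981 in cohort B and 0.676 on the hM4Di arrays.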
